# Molecular Basis of Renal Adaptation in a Murine Model of Congenital Obstructive Nephropathy

**DOI:** 10.1371/journal.pone.0072762

**Published:** 2013-09-04

**Authors:** Brian Becknell, Ashley R. Carpenter, Jordan L. Allen, Michael E. Wilhide, Susan E. Ingraham, David S. Hains, Kirk M. McHugh

## Abstract

Congenital obstructive nephropathy is a common cause of chronic kidney disease and a leading indication for renal transplant in children. The cellular and molecular responses of the kidney to congenital obstruction are incompletely characterized. In this study, we evaluated global transcription in kidneys with graded hydronephrosis in the *megabladder* (*mgb* ^−/−^) mouse to better understand the pathophysiology of congenital obstructive nephropathy. Three primary pathways associated with kidney remodeling/repair were induced in *mgb* ^−/−^ kidneys independent of the degree of hydronephrosis. These pathways included retinoid signaling, steroid hormone metabolism, and renal response to injury. Urothelial proliferation and the expression of genes with roles in the integrity and maintenance of the renal urothelium were selectively increased in *mgb* ^−/−^ kidneys. *Ngal/Lcn2*, a marker of acute kidney injury, was elevated in 36% of kidneys with higher grades of hydronephrosis. Evaluation of *Ngal^high^* versus *Ngal^low^* kidneys identified the expression of several novel candidate markers of renal injury. This study indicates that the development of progressive hydronephrosis in *mgb* ^−/−^ mice results in renal adaptation that includes significant changes in the morphology and potential functionality of the renal urothelium. These observations will permit the development of novel biomarkers and therapeutic approaches to progressive renal injury in the context of congenital obstruction.

## Introduction

Congenital obstructive nephropathy (CON) is a leading cause of chronic kidney disease (CKD) and end stage renal disease (ESRD) in children, particularly in boys with prune belly syndrome and posterior urethral valves [1]. The best available biomarker of residual renal function in children with CON is serum creatinine, even though it does not permit physicians to reliably predict which children with obstruction will develop significant CKD [2], [3]. Clearly additional studies are needed to clarify the cellular and molecular responses to CON in order to develop reliable diagnostic/prognostic markers of renal injury and therapeutic strategies to reduce the impact of CKD.

A significant body of work describes the renal response to acute obstruction principally through the use of partial or complete ureteral obstruction in large animal and rodent models [4]. In contrast, far less is known about the renal response to graded degrees of congenital hydronephrosis, a fact that is critical in understanding the pathophysiology of CON. To this end, we have developed the megabladder (*mgb* ^−/−^) mouse model of CON. *Mgb* ^−/−^ embryos develop an atonic bladder and exhibit hydronephrosis *in utero*, which persists postnatally and is exacerbated in males at sexual maturation [5]. Male *mgb* ^−/−^ animals eventually develop severe bilateral hydronephrosis resulting in death around six weeks of age from renal failure and severe dehydration [6].

Hydronephrosis in *mgb^−/−^* mice progresses at variable rates, such that by 3–4 weeks of age, a spectrum of obstruction occurs associated with mild to severe reductions in renal parenchyma and function [6]. This variability parallels that seen in humans with obstructive uropathy [1]. In this study, we utilized this variability to evaluate the global transcriptomes of *mgb* ^−/−^ versus control kidneys at varying grades of hydronephrosis. We hypothesized that distinct cellular responses would be observed in mild, moderate and severe hydronephrotic kidneys providing insight into the key molecular pathways responsible for the pathophysiology of CON as well as the identification of novel biomarkers for the staging of renal injury.

## Materials and Methods

### Ethics Statement

The following studies were conducted at The Research Institute at Nationwide Children’s Hospital under the Public Health Services approved Animal Welfare Assurance number A3544-01. All studies were approved by the Institutional Animal Care and Use Committee under protocol 02105AR.

### Animals

Mice were maintained according to the NIH Guide for the Care and Use of Laboratory Animals as previously described [5]. Age-matched, 23–30 day old, control and *mgb^−/−^* male mice were subject to renal ultrasound to establish the degree of hydronephrosis as previously published [7]. Of note, our method of grading hydronephrosis is based on the degree of parenchymal preservation, and does not directly correlate with clinical grading of hydronephrosis, such as the Society of Fetal Urology Grading System (http://www.sfu-urology.org/sfu_hydrone_grading.cfm). Kidneys with ≥67% parenchyma were considered mildly, 34–66% moderately and ≤33% severely affected. Mice were euthanized, kidneys extracted, snap frozen and stored at −80°C.

### RNA Extraction and Microarray Hybridization

Total RNA was extracted using mirVana™ kit (Life Technologies, Carlsbad, CA). RNA integrity was analyzed using Agilent 2100 Bioanalyzer Lab-On-A-Chip 6000 Series II chip (Agilent Technologies, Santa Clara, CA). Samples were hybridized to Agilent SurePrint G3 Mouse GE 8×60 K Microarray and scanned using Agilent G2505C Microarray Scanner. Raw data were quality-assessed, filtered for outliers and normalized to remove non-biological variation. Differential gene expression was defined using a 10% false discovery rate (FDR) and adjusted *p*-value <0.05 (Bioconductor LIMMA package). Data have been deposited in Gene Expression Omnibus (GEO accession: GSE48041).

### Pathway Analysis

Ingenuity Pathway Analysis (IPA; Ingenuity Systems, Redwood City, CA. http://www.ingenuitypathway.org; version 14197757) was used to evaluate the biological significance of co-regulated transcripts. mRNA with ≥2 fold change in expression, adjusted *p*<0.05, and FDR <10 were considered significant.

### qPCR

cDNA was prepared from kidney total RNA using random hexamers and reverse transcriptase. Triplicate PCR reactions were performed using 25 ng of cDNA as a template in 20 µL reactions containing 2X master mix and gene-specific primers/probes (Applied Biosystems, Foster City, CA). Simultaneous triplicate reactions included *Gapdh* as an endogenous control. Results were expressed using the 2^−ΔΔCT^ method by normalizing to a common pool of control kidney cDNA [8]. The average fold change ± standard error was graphed, and *p*-values were calculated based on comparison of individual fold change values in an unpaired two-tailed Student’s *t* test.

### Immunohistochemistry (IHC)

Formalin fixed, paraffin embedded kidneys were sectioned at 4 µm. Deparaffinized sections were rehydrated, subjected to antigen retrieval, peroxidase block, biotin block, and Superblock (Scytek, Logan, UT). Primary antibodies were incubated for 1 hour at the following dilutions: anti-Upk3a (Research Diagnostics Inc., Flanders, NJ.) 1∶500; anti-Krt14 (Covance, Princeton, NJ) 1∶1600; anti-Ki-67 (Abcam, Cambridge, MA) 1∶800. Biotinylated secondary antibody and HRP-conjugated streptavidin were implemented (Scytek). Slides were developed using diaminobenzamide (MP Biomedicals, Santa Ana, CA), counterstained with hematoxylin and visualized using an Olympus BX-51 microscope (Olympus, America, Center Valley, PA).

### Ki-67 Quantification

Ki-67 positive and Ki-67 negative nuclei within the renal urothelium were identified using anti-Ki-67 labeled and hematoxylin counterstained tissue sections. Longitudinally oriented, four-micron thick kidney sections were collected near the hilum. Briefly, contours were traced onto morphometric tissues of interest; kidney (red), renal urothelium (not shown), renal lumen (not shown) and large vasculature (blue). Individual Ki-67 positive (yellow crosshair) and Ki-67 negative (white dot) nuclei within the entirety of the renal urothelium contour were digitally marked. Graphic representations were rendered using StereoInvestigator software and quantitative analysis was obtained using Neurolucida Explorer software (MBF Bioscience, Williston, VT). Representative images from each experimental group are shown.

## Results

Global transcriptome analysis of 18 male *mgb^−/−^* kidneys with varying degrees of hydronephrosis and six age-matched male control kidneys identified 202 and 207 genes with ≥2-fold higher or lower expression in *mgb* ^−/−^ kidneys, respectively (Figure 1, Table S1). 

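Kidneys of male *mgb-/-* mice, which develop an atonic bladder and hydronephrosis before birth, were measured beside kidneys of age-matched male controls. The arrays covered 24 kidneys, of which 6 were controls and 18 were *mgb-/-*. By ultrasound, 7 of the *mgb-/-* kidneys were graded mild, 5 moderate and 6 severe. Total RNA of each whole kidney was labelled with a single dye and hybridized to its own array, so each value belongs to 1 kidney. The authors deposited the scanner software's intensity of every spot, with the background subtracted and without normalization between arrays. They also deposited intensities that they had normalized between arrays by a method the paper's text does not name. The spot intensities were converted to log2 and each array was scaled by its 75th percentile, so a value of 0 is that percentile. Spots that the software marked as outliers were left out, and the 38834 probes that stood well above background on at least 5 arrays were kept. Each of the 27946 genes tested was read by 1 probe, the brightest over all arrays, and probes were named through the mouse RefSeq table and the paper's own tables. The share of probes well above background on an array had a median of 64.8% in control, 63.6% in mild, 63.1% in moderate and 61.3% in severe kidneys. It ranged from 55.1% to 70.7% over all arrays, and the number of arrays limits the precision of each comparison. Groups were compared with limma's moderated t and Benjamini-Hochberg adjustment over all genes. Following the Methods and Results, a gene was called differentially expressed at an adjusted p under 0.05 and a change of at least 2-fold.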

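By these criteria 507 genes were higher and 349 lower in the 18 *mgb-/-* kidneys than in the 6 control kidneys. Without the fold minimum, which moved the counts most, 1489 genes were higher and 2231 lower. With control replicate 3 left out, 296 genes were higher and 251 lower. *Sprr2g* had a fitted log2 change of 5.00 (SE 1.09, adjusted p = 0.00614) and was higher in all 18 *mgb-/-* kidneys than the control mean. Its probe was not well above background in any control kidney, so the rise is at least 13.3-fold. *Ahsg* was likewise not detected in controls and at least 6.99-fold higher, but its adjusted p of 0.0419 stayed under the threshold in only 15 of 33 other settings. The largest fitted fall, a log2 change of -7.38 (SE 1.65, adjusted p = 0.00695), belonged to a probe without a gene name and was seen in 16 of 18 *mgb-/-* kidneys. Another unnamed probe fell by 5.78 and a transcript known only by its clone, AK143946, fell by 5.44, the latter in 17 of 18 kidneys.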

Differential expression of 70 target genes was validated by qPCR (Figures S1–S9).

**Figure 1:**
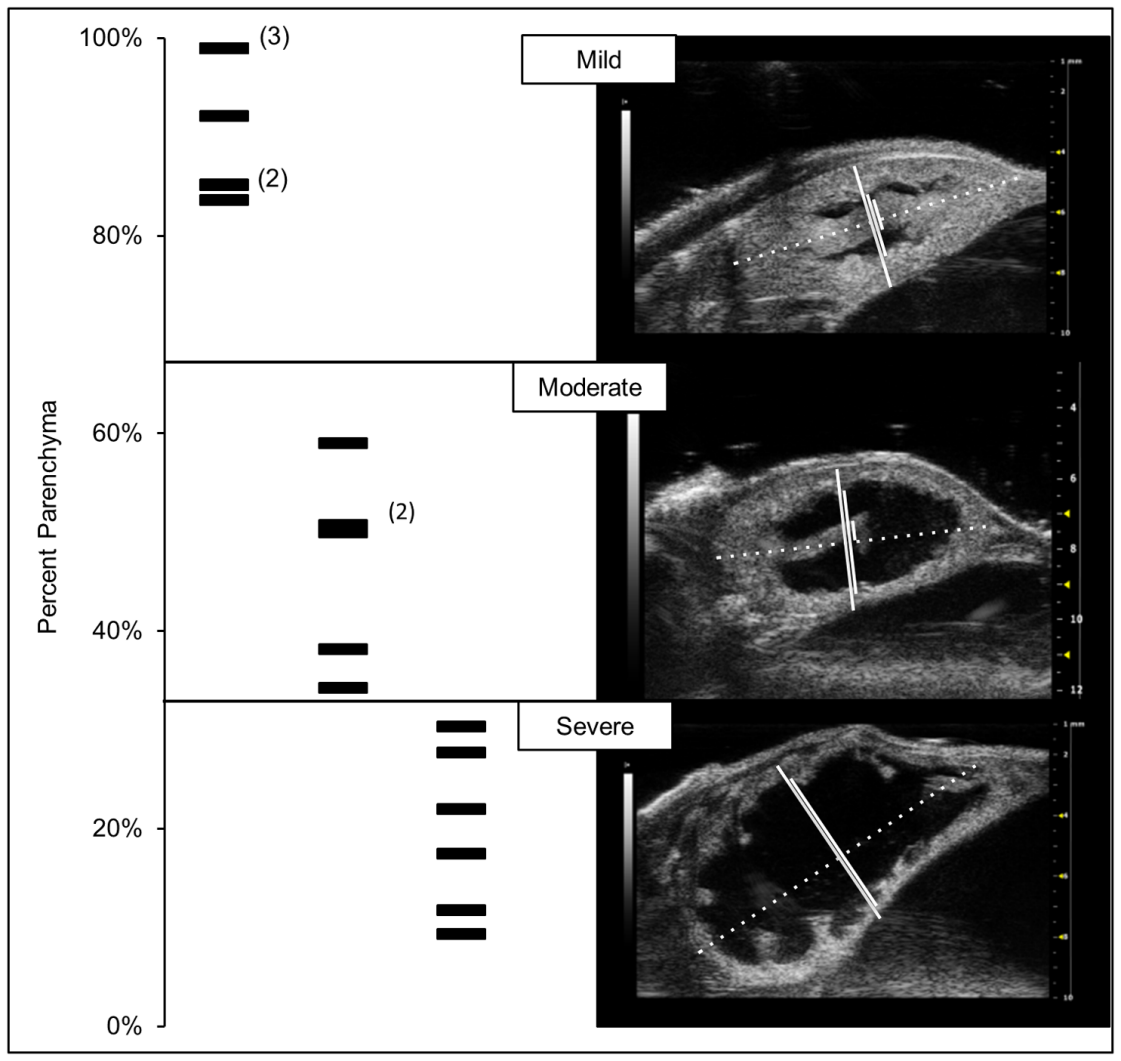
Ultrasound grading of hydronephrosis in *mgb^−/−^* mice. Left panel: percent parenchyma of *mgb^−/−^* kidneys undergoing transcriptome analysis. Black horizontal lines indicate individual kidney measurements. Right panel: representative sonograms of mild, moderate and severely hydronephrotic *mgb^−/−^* kidneys. Dotted white line indicates longitudinal renal length. Solid white lines from right to left indicate transverse renal width, renal pelvis diameter and renal papillae width with no measureable renal papillae width in the severe kidney.

The top five toxicological functions identified by IPA comparing *mgb^−/−^* versus control kidneys included renal necrosis/cell death, kidney failure, renal inflammation, renal nephritis and renal damage (Table S2). 

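The functions themselves come from a knowledge base that was not used here, so a list of 20 genes of renal injury and fibrosis, several of which had been read in Table S1, was tested in its place. All 20 genes were higher on average in *mgb-/-* kidneys, with a median log2 change of 1.19. The list as a whole passed limma's camera test with a preset correlation between genes (adjusted p over the 25 hand-written lists = 2.78e-09) and also fry (adjusted p = 0.00809). With the same kidneys split otherwise, a median of 6 of the 25 lists passed camera, against 7 with the real groups. A camera p alone, here and below, is therefore weak evidence. Over all genes tested, 9 of its members had an adjusted p under 0.05, and 12 had one when adjusted over the list alone. *Krt20* rose most, by 2.75 (SE 0.72, adjusted p = 0.0159), and was above the control mean in 17 of 18 *mgb-/-* kidneys. It is also in a hand-written list of urothelial genes, and *Krt18* of the injury list is in Table 6. The injury list is thus not separate from the urothelial genes. *C3* rose by 2.02 (SE 0.53, adjusted p = 0.0163) in 18 of 18 kidneys. *Clu* changed by 0.45 (SE 0.41, adjusted p = 0.502), which is within the spread between kidneys.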

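Genes of steroid hormone metabolism and of retinoic acid metabolism and signaling moved in both directions. Of 20 retinoic acid genes, 13 were higher and 7 lower in *mgb-/-* than in control kidneys, with a median log2 change of 0.42. *Adh7* rose by 2.84 (SE 0.81, adjusted p = 0.025, 15 of 18 kidneys), *Rdh19* by 2.23 (SE 0.54, adjusted p = 0.0108, 17 of 18) and *Cyp26b1* by 2.20 (SE 0.53, adjusted p = 0.00985, 18 of 18). *Adh1* fell by 1.39 (SE 0.36, adjusted p = 0.0149, 15 of 18 kidneys) and *Rdh5* by 1.18 (SE 0.26, adjusted p = 0.00708, 18 of 18). Across all genes 11 of the 20 had an adjusted p under 0.05, against 13 when adjusted over the list alone. The median over 20 steroid hormone genes was -0.32, and 8 of them were called lower and 2 higher. *Hsd17b11* fell by 2.08 (SE 0.39, adjusted p = 0.00254, 17 of 18 kidneys) and *Hsd17b14* rose by 1.66 (SE 0.31, adjusted p = 0.00221, 18 of 18). For this list the counts were 11 across all genes and 12 adjusted over the list alone. Neither list passed camera (adjusted p = 0.0509 for retinoic acid and 0.07 for steroid hormones), while both passed fry (adjusted p = 0.0298 and 0.0381). Several genes of both lists had been read in Table S1 before the lists were written, so they are not independent of the study's own selection.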

The top twenty canonical pathways identified by IPA encompassed three primary cellular processes: 1) response to renal injury, 2) steroid hormone metabolism and 3) retinoic acid (RA) metabolism and signaling (Figure 2A). Using qPCR we validated differential expression of 22 of 23 genes associated with retinoic acid metabolism, 17 of 21 genes associated with steroid hormone metabolism, and 21 of 43 genes associated with the response to renal injury in *mgb* ^−/−^ versus control kidneys (Figures S2–S4). The overall distribution of these cellular processes was relatively consistent at 20% RA, 25% steroid hormone and 55% renal injury pathway whether *mgb^−/−^* kidneys were compared to controls collectively or as stratified groups (Figure 2B). 

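When each grade was compared with controls, the median log2 change of the 20 renal injury genes was 0.70 in mild, 1.28 in moderate and 1.28 in severe kidneys. The corresponding medians were 0.26, 0.29 and 0.77 for the retinoic acid genes and -0.16, -0.29 and -0.37 for the steroid hormone genes. Tested directly between severe and mild kidneys, the retinoic acid list had an unadjusted p of 0.00569 by camera and 0.0211 by fry. The renal injury list had 2.17e-05 by camera but 0.117 by fry, and the steroid hormone list 0.99 and 0.876. These values describe gene lists and not the pathway shares of Figure 2B, which were not computed here.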

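Among the most strongly changed transcripts of the study, *Egr2*, *Hpd*, *Cyp4a14*, *Serpina10* and 6 further genes were raised, and *Ces1g*, *Inmt*, *Cyp2j13*, *Sec14l3* and 6 further genes were lowered. All 20 were called in the same direction here. Log2 changes of the 10 raised genes ran from 2.71 to 4.31, and those of the 10 lowered genes from -5.65 to -1.59. *Egr2* rose by 4.15 (SE 0.41, adjusted p = 3.48e-06) in 18 of 18 *mgb-/-* kidneys. *Hpd* rose by 3.45 (SE 0.70, adjusted p = 0.00421) in 17 of 18. *Serpina10* rose by 2.88 (SE 0.65, adjusted p = 0.00721) in 18 of 18. *Ces1g* fell by 5.23 (SE 0.96, adjusted p = 0.00217) in 18 of 18 kidneys, and *Inmt* by 4.30 (SE 1.15, adjusted p = 0.0177) in 17 of 18. The smallest fall was that of *Sec14l3*, by 1.59 (SE 0.37, adjusted p = 0.00865) in 17 of 18 kidneys, on the brighter of 2 probes. The dimmer probe, well above background on 12 arrays, gave -7.14. Ranked by fitted change among all called genes, dim genes included, 5 of the raised and 4 of the lowered genes stood among the 10 largest changes in their direction.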

The top ten up and down-regulated transcripts were also associated with these same three pathways, with nine of the genes possessing overlapping functional roles in two or more (Table 1). 

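Measured against the 6 control kidneys, 318 genes were higher and 292 lower in mild, 146 higher and 54 lower in moderate, and 831 higher and 479 lower in severe kidneys. The moderate count depended most on single kidneys, with 13 genes called without moderate replicate 1 and 634 without moderate replicate 5. The mild count was 377 without control replicate 3 and the severe count 2273 without severe replicate 6. A set of 91 genes was called in every grade, and all 91 changed in the same direction in each. Mild and severe kidneys shared 400 called genes. The 3 comparisons share the same controls, which by itself brings such agreement, and no expected number was computed for these counts. Of the 856 genes called between all *mgb-/-* and control kidneys, 216 (25.2%) moved further from the control mean with each step from mild to moderate to severe.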

While the overall percentage involvement of these three canonical pathways did not appear to vary between mild, moderate and severe *mgb−/−* kidneys, numerous individual gene targets showed progressive increases/decreases that correlated with the degree of hydronephrosis observed in these animals. In addition, the relative positions of the individual top twenty canonical pathways varied between mild, moderate and severe *mgb−/−* kidneys suggesting preferential utilization based upon the degree of hydronephrosis observed.

**Figure 2:**
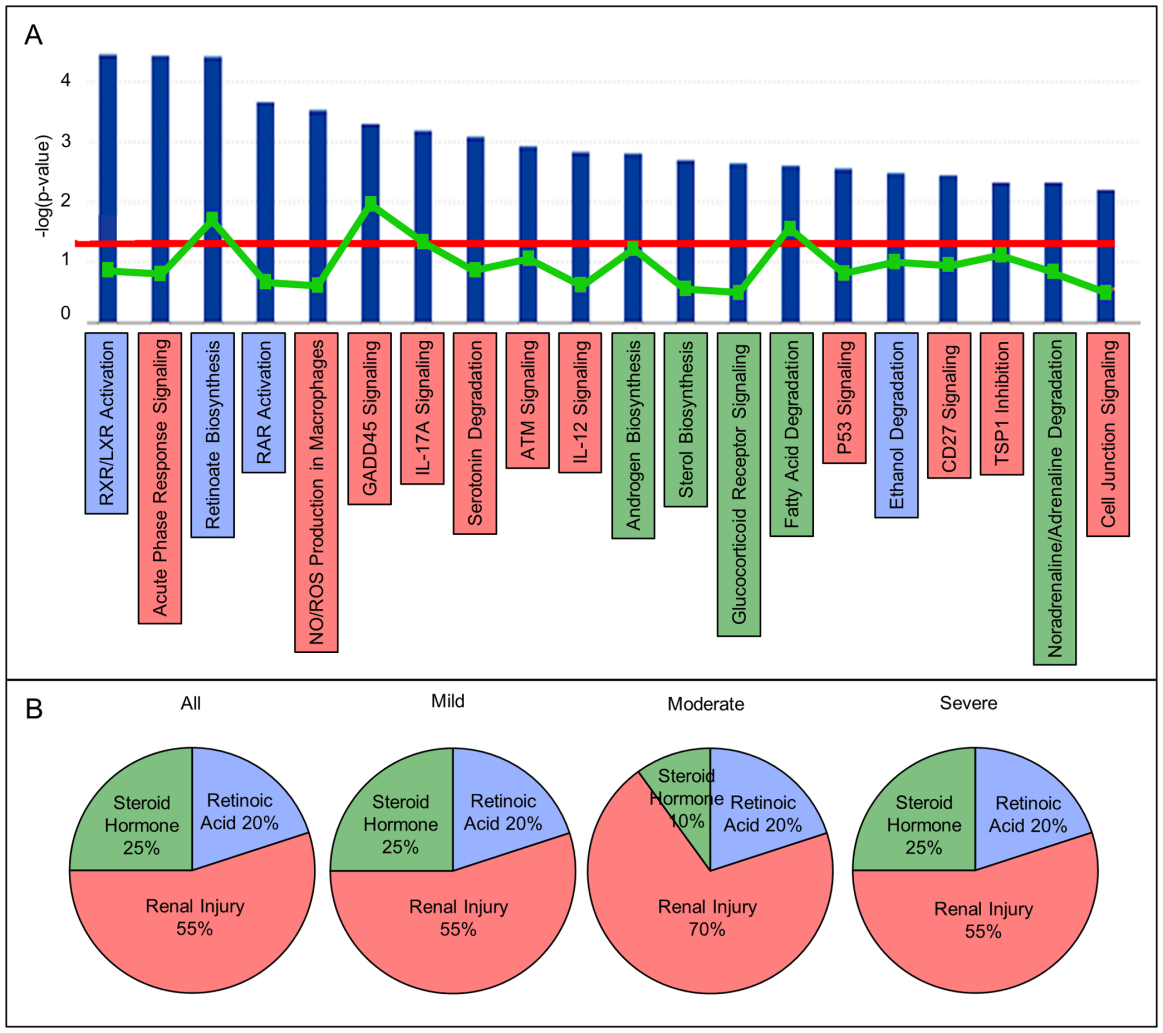
The top 20 canonical pathways in mutant versus control kidneys encompass three primary cellular processes. (**a**) Blue bars represent the -log of p-value with bar height corresponding to level of significance. The red line represents a p-value cutoff of 0.05. The green squares/line represent the ratio of the number of genes represented within each pathway that meet the cutoff criteria to the total number of genes in a given pathway. The three main cellular processes identified by IPA include retinoic acid metabolism (**blue**)**,** response to renal injury (**red**) and steroid hormone metabolism (**green**). (**b**) Canonical pathway distribution of retinoic acid metabolism (**blue**)**,** response to renal injury (**red**) and steroid hormone metabolism (**green**) in control kidneys versus all mutant, mild, moderate and severe *mgb^−/−^* kidneys.

**Table 1:** Top 10 Up-Regulated and Down-Regulated Transcripts Identified by IPA of All Mutant Kidneys to Controls.

Transcript	Gene Name	Expression Value	Functions
SERPINA6	Serpin Peptidase Inhibitor, Clade A, Member 6	↑ 25.6	steroid binding/major progestin & glucocorticoid transporter
EGR1	Early Growth Response 1	↑ 11.8	DNA binding/abnormal morphology
HPD	4-Hydroxyphenol-pyruvate Dioxygenase	↑ 10.4	degradation of tyrosine
NR4A1	Nuclear Receptor Subfamily 4, Group A, Member 1	↑ 9.7	DNA binding/steroid-thyroid hormone-retinoid receptor superfamily
FOS	FBJ Murine Osteosarcoma Viral Oncogene Homolog	↑ 9.1	DNA binding/cell growth, cell death, differentiation
CYP4A14	Cytochrome P450, Family 4, Subfamily a,Polypeptide 14	↑ 7.7	arachidonic acid monooxygenase activity/hormone response
ABCC3	ATP-Binding Cassette, Subfamily 3, Member 3	↑ 7.4	ATPase activity/transporter, cell survival
EGR2	Early Growth Response 2	↑ 7.0	DNA binding/abnormal morphology
SERPINA10	Serpin Peptidase Inhibitor, Clade A, Member 10	↑ 6.9	peptidase inhibitor/proteolysis, tissue regeneration
PRLR	Prolactin Receptor	↑ 6.5	polypeptide hormone binding/anti-apoptosis; cell adhesion, epithelial differentiation, steroid biosynthesis, T-cell activation
CYP2J13	Cytochrome P450, Family 2, Subfamily j, Polypeptide 13	↓ 8.2	oxidation-reduction processes
AKR1C14	Aldo-Keto Reductase Family 1, Member C14	↓ 8.7	steroid dehydrogenase activity/androsterone, progesterone
UGT2B7	UDP Glucuronosyltransferase 2 Family,Polypeptide B7	↓ 9.5	glucuronidation in cellular damage/retinoic acid binding, steroid metabolism
CYP4A22	Cytochrome P450, Family 4, Subfamily A, Polypeptide 22	↓ 9.7	monooxygenase/cholesterol, steroid & lipid synthesis
UGT2B15	UDP Glucuronosyltransferase 2 Family, Polypeptide B15	↓ 9.8	glucuronidation in cellular damage/retinoic acid binding, steroid metabolism
CES1	Carboxyesterase 1	↓ 11.6	transesterification/hydrolysis, necrosis, retinol biosynthesis
INMT	Indolethylamin N-Methyltransferase	↓ 17.1	N- methylation/degradation
ACSM3	Acyl-CoA Synthetase Medium-Chain FamilyMember 3	↓ 29.1	fatty acid biosynthesis
SEC14l3	SEC14-Like 3	↓ 31.1	transporter activity/lipid binding
SLCO1a1	Solute Carrier Organic Anion Transporter family,Member 1a1	↓ 31.4	organic ion transporter/mediates uptake steroid conjugates/prostaglandins

The top ten activated upstream regulators included three growth factors, three intracellular signaling molecules, and four pro-inflammatory cytokines (Table 2). Transforming growth factor-beta 1 (*TGFβ1*) was the top activated upstream regulator in *mgb^−/−^* kidneys, with expression changes in 72 canonical *TGFβ1* target genes between *mgb* ^−/−^ and control kidneys (Table S3). In addition, *TGFβ3*, *Smad3* and *Smad4* were activated while *Smad7* was inhibited (Table S3). 

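Table S3 lists these targets by human symbols, and 69 could be matched to a gene on the array without ambiguity. Their median log2 change in *mgb-/-* kidneys was 1.29, with 57 genes higher and 12 lower than in controls, and 49 were called higher and 10 lower. An adjusted p under 0.05 was reached by 68 of the 69 genes over all genes tested and by 69 adjusted over the list alone. As a set they passed camera (adjusted p = 1.2e-22) and fry (adjusted p = 5.37e-08). The study chose these genes on the same kidneys, so the tests are not independent evidence. *Egr1* rose by 3.64 (SE 0.44, adjusted p = 6.74e-05) and *Cdkn1a* by 2.12 (SE 0.38, adjusted p = 0.00164), both in 18 of 18 kidneys. The targets that Table S3 assigns to other regulators had a median of 1.16 for 21 genes of *Smad3*, 1.16 for 15 genes of *Smad4*, 1.42 for 12 genes of *TGFβ3* and 1.06 for 12 genes of *Smad7*.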

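Activation here is the state that IPA derives from target genes, and the regulators' own mRNAs were measured on the same arrays. *Tgfb3* rose by 1.02 (SE 0.25, adjusted p = 0.0121) and was above the control mean in 17 of 18 *mgb-/-* kidneys. *Tgfb2* rose by 0.70 (SE 0.23, adjusted p = 0.0443) in 15 of 18 and *Smad2* fell by 0.30 (adjusted p = 0.046), but their adjusted p stayed under 0.05 in only 11 and 10 of 34 other settings. The change of *Tgfb1* was 0.18 (SE 0.23, adjusted p = 0.66), that of *Smad3* 0.04 (SE 0.14, adjusted p = 0.899) and that of *Smad4* -0.26 (SE 0.11, adjusted p = 0.119), none of them past the threshold. Over 9 ligands, receptors and Smads of the pathway the median change was 0.04 (camera adjusted p = 0.665, fry adjusted p = 0.585). By either adjustment, over all genes or over the list alone, 3 genes passed an adjusted p of 0.05. With each array scaled by its median, the median change was -0.12.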

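The mRNA of *Smad7* averaged -0.43 ± 0.11 (SD, n = 6) in control and -0.42 ± 0.24 (SD, n = 18) in *mgb-/-* kidneys. The log2 change was 0.01 (SE 0.11, adjusted p = 0.962 from limma), and 11 of 18 *mgb-/-* kidneys lay above the control mean. Over 34 other settings it stayed between -0.15 and 0.05. Ordered by the size of the fall, *Smad7* stood at position 13989 of the 27946 genes.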

Of the 72 canonical *TGFβ1* genes, 36% represented direct targets of *Smad3/4*, while inhibitory *Smad7* was the most downregulated transcription factor identified in *mgb^−/−^* kidneys. We validated differential regulation of 13 transcriptional targets of TGFβ1 signaling between *mgb^−/−^* and control kidneys by qPCR: *Egr1*, *Fos*, *Nr4a1* (Figure S1); *Dusp1*, *Foxo3*, *Ptgs2* (Figure S3); and *Apoe*, *Cd36*, *Cdkn1a*, *Gadd45b*, *Nfkbia*, *Serpine1*, and *Stat3* (Figure S4).

**Table 2:** Top Activated Upstream Regulators Identified by IPA of All Mutant Kidneys to Controls.

Transcript (Gene Name)	z-Score	p-Value	Gene Number
TGFβ1 (transforming growth factor β-1)	5.30	8.84×10^−16^	72
IL1B (interleukin 1B)	4.42	9.93×10^−19^	54
PDGF (platelet derived growth factor)	4.40	4.46×10^−25^	42
CREB1 (cAMP responsive element binding protein 1)	4.34	1.04×10^−14^	27
TNF (tumor necrosis factor)	4.06	5.17×10^−22^	83
ERK (extracellular signal-related kinases)	3.97	1.94×10^−15^	26
NFκB (nuclear factor kappa-light-chain-enhancer of activated B cells)	3.94	4.05×10^−9^	32
IL6 (interleukin 6)	3.94	4.39×10^−12^	39
EGF (epidermal growth factor)	3.59	3.13×10^−15^	37
IFNγ (interferon gamma)	3.48	5.34×10^−7^	43

The top ten inhibited upstream regulators had roles in a wide range of cellular processes including transcription, cell death, extracellular matrix regulation, fatty acid metabolism, and immune response (Table 3). 

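The Hdac enzymes' own mRNAs changed little. Of 11 genes, *Hdac1* to *Hdac11*, 9 were lower and 2 higher in *mgb-/-* kidneys, with a median log2 change of -0.11 and a range from -0.48 to 0.44. *Hdac8* alone passed an adjusted p of 0.05, over all genes and over the list alone, falling by 0.48 (SE 0.13, adjusted p = 0.0197) in 18 of 18 kidneys. As a set the enzymes did not pass camera (adjusted p = 0.18) but passed fry (adjusted p = 0.0343).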

Histone deacetylase (Hdac) was the top inhibited upstream regulator identified in *mgb^−/−^* kidneys. 

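Target genes that IPA assigns to Hdac include *Fos*, *Atf3*, *Jun*, *Klf6*, *Arc* and *Mt1*. All 11 of them were higher in *mgb-/-* than in control kidneys, with a median log2 change of 1.49. Each had an adjusted p under 0.05 over all genes and adjusted over the list alone, and 10 were called at 2-fold. *Fos* rose by 3.94 (SE 0.53, adjusted p = 1.49e-04), *Atf3* by 3.05 (SE 0.47, adjusted p = 4.83e-04) and *Jun* by 1.49 (SE 0.22, adjusted p = 4.23e-04), each in 18 of 18 kidneys. *Mt1* rose by 0.78 (SE 0.22, adjusted p = 0.0207) in 16 of 18 kidneys on the brighter of 2 probes and by 1.94 on the dimmer. The set passed camera (adjusted p = 2.58e-15) and fry (adjusted p = 5.37e-08), but it was selected by the study on these kidneys and is not independent evidence.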

Hdac inhibition was associated with up-regulation of 11 known target genes including six transcription factors (Table 4). We confirmed upregulation of 5 of 11 “de-repressed” Hdac target mRNAs in *mgb^−/−^* kidneys by qPCR ().

**Table 3:** Top Inhibited Upstream Regulators Identified by IPA of All Mutant Kidneys to Controls.

Transcript (Gene Name)	z-Score	p-Value	Gene Number
Hdac (histone deacetylase)	−3.24	1.62×10^−5^	11
SMAD7 (mother’s against decapentaplegic homolog 7)	−3.15	1.02×10^−6^	12
IgG (immunoglobulin G)	−3.00	1.01×10^−9^	16
ACOX1 (acetyl-CoA oxidase 1)	−2.85	3.85×10^−8^	15
SFTPA1 (surfactant protein A1)	−2.71	7.61×10^−8^	11
FOSL1 (Fos-like antigen 1)	−2.59	5.54×10^−6^	8
COL18A1 (collagen, type 18, alpha 1)	−2.20	3.27×10^−5^	9
DACH1 (dachshund homolog 1)	−2.20	5.64×10^−5^	5
TAF4 (transcription initiation factor TFIID, subunit 4)	−2.18	5.24×10^−7^	11
TNFR/FAS (tumor necrosis receptor superfamily member 6)	−1.92	3.01×10^−8^	24

**Table 4:** Hdac Target Genes Identified by IPA of All Mutant Kidneys to Controls.

Transcript (Gene Name)	Fold Change	Function
EGR1 (early growth response 1)	↑ 11.77	Transcription Factor
NR4A1 (nuclear receptor subfamily 4, group 1)	↑ 9.69	Transcription Factor
FOS (FBJ murine osteosarcoma viral oncogene homolog)	↑ 9.06	Transcription Factor
ATF3 (activating transcription factor 3)	↑ 6.34	Transcription Factor
CDKN1A (cyclin-dependent kinase inhibitor 1A)	↑ 4.36	Cyclin-Dependent Kinase Inhibitor
MT1E (metallothionein 1)	↑ 3.27	Ion Binding
JUN (jun proto-oncogene)	↑ 3.14	Transcription Factor
ARC (activity-regulated cytoskeleton-associated protein)	↑ 2.63	Actin-Binding Protein
KLF6 (Kruppel-like factor 6)	↑ 2.50	Transcription Factor
SPP1 (secreted phosphoprotein 1)	↑ 2.27	Cytokine
GADD45B (growth arrest and DNA-damage-inducible beta)	↑ 2.07	Protein Binding

The mRNA most differentially expressed between *mgb* ^−/−^ and control kidneys was *Serpina6/*corticosteroid-binding globulin (*Cbg*), a gene that displays sexually dimorphic expression [9], [10]. 

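*Serpina6* averaged 2.52 ± 0.89 (SD, n = 6) in control and 6.83 ± 1.68 (SD, n = 18) in *mgb-/-* kidneys on the log2 scale. By grade it was 7.43 ± 1.27 (SD, n = 7) in mild, 5.93 ± 2.00 (SD, n = 5) in moderate and 6.87 ± 1.77 (SD, n = 6) in severe kidneys. The log2 change between *mgb-/-* and control kidneys was 4.31 (SE 0.70, adjusted p = 8.26e-04), with 18 of 18 kidneys above the control mean. By fitted change, dim genes included, *Serpina6* stood at rank 2 among called rises. It stood at rank 1 with the normexp correction, the authors' table or the filter on all arrays. It stood at rank 3 in the fit with 4 groups and without control replicate 6 or severe replicate 1. By p it stood at rank 70 among all genes.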

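Transcripts with higher expression in males, such as *Slco1a1* and *Acsm3*, were lower in *mgb-/-* kidneys, and transcripts with higher expression in females, such as *Prlr*, were higher. *Slco1a1* fell by 5.65 (SE 1.09, adjusted p = 0.00294) in 17 of 18 kidneys and *Acsm3* by 5.01 (SE 1.06, adjusted p = 0.00523) in 16 of 18. The 12 male-biased genes of the study had a median log2 change of -3.33, and each was called lower. *Prlr* rose by 2.71 (SE 0.58, adjusted p = 0.00576) in 15 of the 17 kidneys with a value. The 6 female-biased genes, *Serpina6* included, had a median of 2.25, and each was called higher. Both sets passed camera (adjusted p = 4.1e-11 for male-biased and 4.4e-07 for female-biased genes) and fry (adjusted p = 2.4e-04 and 1.03e-05). Every gene passed over all genes and adjusted over the lists alone, but the study selected the lists on these kidneys. Values of *Slco1a1* spread more widely in *mgb-/-* kidneys, with an SD of 2.73 against 0.35 in controls.

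**Figure D1:**
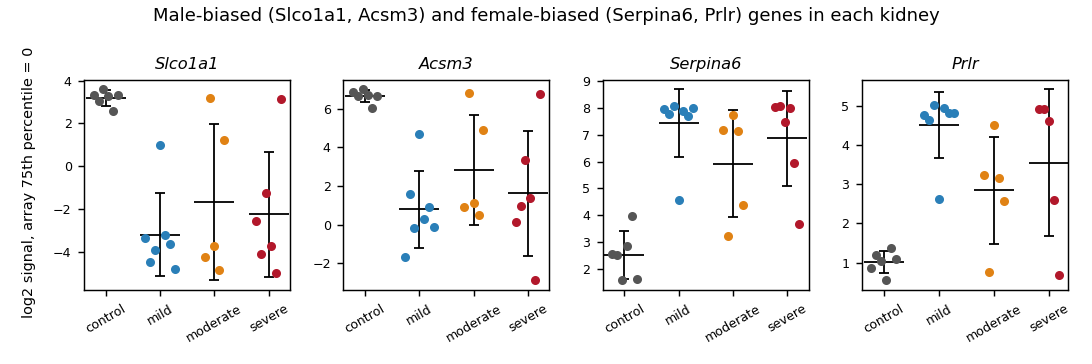
Log2 signal of 2 male-biased genes (*Slco1a1*, *Acsm3*) and 2 female-biased genes (*Serpina6*, *Prlr*) in each kidney, with 0 at the 75th percentile of the array, by grade of hydronephrosis. Each point is a kidney, and bars give the mean and SD. *Slco1a1* averaged 3.19 in controls and -2.47 in *mgb-/-* kidneys, with 1 *mgb-/-* kidney above the control mean.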

Eighteen additional sexually dimorphic mRNAs were identified in *mgb^−/−^* kidneys including 12 male and 6 female transcripts that were expressed at lower or higher levels, respectively (Table 5). We confirmed differential expression of 14 sexually dimorphic mRNAs by qPCR (Figure S6).

**Table 5:** Sexually Dimorphic Genes Identified by IPA of All Mutant Kidneys to Controls.

Transcript (Gene Name)	Fold Change	p-Value
**Male**		
Slco1a1 (solute carrier organic anion transporter family, member 1a1)	↓ 31.40	2.20×10^−3^
Acsm3 (acyl-CoA synthetase medium-chain family member 3)	↓ 30.28	4.93×10^−3^
Ces1f (carboxylesterase 1F)	↓ 10.22	1.23×10^−2^
Ugt2b5 (UDP glucuronosyltransferase 2 family, polypeptide B5)	↓ 9.76	9.54×10^3^
Cyp4a12b (cytochrome P450, family 4, subfamily a, polypeptide 12B)	↓ 9.74	1.28×10^−2^
Cyp4a12a (cytochrome P450, family 4, subfamily a, polypeptide 12a)	↓ 9.18	1.24×10^−2^
Ugt2b37 (UDP glucuronosyltransferase 2 family, polypeptide B37)	↓ 8.60	1.10×10^−2^
Cyp2j13 (cytochrome P450, family 2, subfamily j, polypeptide 13)	↓ 8.19	1.23×10^−2^
Cyp7b1 (cytochrome P450, family 7, subfamily b, polypeptide 1)	↓ 6.65	6.93×10^−3^
Slc7a13 (solute carrier family 7, [cationic amino acid transporter, y+ system])	↓ 6.31	2.46×10^−2^
Timd2 (T-cell immunoglobulin and mucin domain containing 2)	↓ 3.43	1.37×10^−2^
Ugt8a (UDP galactosyltransferase 8A)	↓ 2.29	2.47×10^−2^
**Female**		
Gsta2 (glutathione S-transferase, alpha 2 [Yc2])	↑ 2.67	1.30×10^−2^
Bhmt (betaine-homocysteine methyltransferase)	↑ 3.01	1.19×10^−2^
Slc7a12 (solute carrier family 7 [cationic amino acid transporter, y+ system], member 12)	↑ 3.43	5.55×10^−3^
Prlr (prolactin receptor)	↑ 6.52	6.44×10^−3^
Abcc3 (ATP-binding cassette, sub-family C [CFTR/MRP], member 3)	↑ 7.37	1.72×10^−3^
Serpina6 (serine [or cysteine] peptidase inhibitor, clade A, member 6)	↑ 25.55	9.40×10^−4^

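Directly compared, moderate and mild kidneys had no called gene under limma, against 417 genes that changed at least 2-fold at an unadjusted p under 0.05, and the lowest adjusted p was 0.22. With limma's array quality weights in place of equal weights 54 genes were called, without moderate replicate 3 there were 2 and without severe replicate 5 there was 1. Between severe and moderate kidneys 2 genes were called, named here after their values were seen. *Krt15* was higher in severe kidneys by 2.68 (SE 0.40, adjusted p = 0.0233), and *Gpat3* was lower by a log2 change of -1.46 (SE 0.23, adjusted p = 0.0359). At an unadjusted p under 0.05, 603 genes differed at least 2-fold. The number called fell to 0 with each array scaled by its median, with slide as a block, without moderate replicate 1 or 5 or without severe replicate 3, and rose to 99 without severe replicate 6.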

No significant differentially expressed transcripts were identified when the individual transcriptomes of mild and moderate or moderate and severe kidneys were directly compared. In contrast, when mild and severe kidneys were compared, a single gene was expressed at ≥2-fold higher levels in mild kidneys (*Cyp2d22*) and 80 genes were expressed ≥2-fold higher levels in severe kidneys (Table S4). 

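Severe kidneys had 127 genes higher and 2 lower than mild kidneys. Fitted on those kidneys alone, without the controls and the moderate kidneys, no gene passed limma's test in either direction, against 322 higher and 78 lower at an unadjusted p under 0.05. Without severe replicate 2 the number higher was 58. *Cyp2d22* averaged 1.71 ± 0.27 (SD, n = 7) in mild and 0.62 ± 0.39 in severe kidneys, a log2 change of -1.09 (SE 0.23, adjusted p = 0.0274). The second gene with lower expression in severe kidneys was *Cyp2d12*, with means of 3.50 in mild and 2.50 in severe kidneys (SE 0.21, adjusted p = 0.025). No severe kidney with a value lay above the mild mean for either gene. Their adjusted p stayed under 0.05 in 22 of 33 other settings for *Cyp2d22* and in 23 of 33 for *Cyp2d12*. Neither gene was called with slide as a block, with the replicate number as a block or with each array scaled by its median. The number of genes lower in severe kidneys was 0 without mild replicate 5 or severe replicate 5, against 121 and 129 at an unadjusted p under 0.05 by limma, and 24 without severe replicate 4.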

Interestingly, 13/80 genes including 6/10 of the most differentially expressed genes between mild and severe kidneys were expressed by renal urothelium. These included genes with roles in maintaining urothelial integrity such as uroplakins and cytokeratins, transcription factors regulating urothelial cell fate, and genes with currently unknown urothelial functions (Table 6) [11]–[15]. 

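Each of the 13 urothelial genes of Table 6 was called higher in severe than in mild kidneys, with a median log2 change of 2.78. All 13 had an adjusted p under 0.05, over all genes and adjusted over the list alone, and the list passed camera (adjusted p = 3.39e-32) and fry (adjusted p = 1.76e-05). The study drew the list from this same comparison, so these tests are not independent evidence. Ranked by fitted change, dim genes included, 3 of the 13 stood among the 10 largest rises. An unnamed transcript was not well above background in any mild kidney and was at least 3.52-fold higher in severe kidneys. *Ivl* rose by 3.22 (SE 0.66, adjusted p = 0.0203), *Gjb6* by 3.18 (SE 0.58, adjusted p = 0.00902) and *Upk2* by 3.15 (SE 0.49, adjusted p = 0.00375), each above the mild mean in 6 of 6 severe kidneys. From this comparison of grades the paper concludes that urothelial genes form a signature of severe obstruction.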

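*Upk1b* rose from -0.49 ± 1.42 (SD, n = 7) in mild to 2.62 ± 0.71 (SD, n = 6) in severe kidneys, a log2 change of 3.11 (SE 0.52, adjusted p = 0.00588 from limma). Among the other uroplakins, *Upk3a* rose by 2.99 (SE 0.52, adjusted p = 0.00725), *Upk1a* from 3.13 to 5.93 (SE 0.46, adjusted p = 0.00586) and *Upk3bl* by 2.67 (SE 0.53, adjusted p = 0.0164). The cytokeratins *Krt14*, *Krt19* and *Krt18* rose by 2.78, 2.55 and 1.77, with adjusted p values of 0.00655, 0.0346 and 0.0413. The transcription factors *Grhl3* and *Foxa1* rose by 2.75 (adjusted p = 0.00588) and 2.70 (adjusted p = 0.0151). In all of these genes 6 of 6 severe kidneys lay above the mild mean. Among 12 further urothelial genes outside Table 6, 3 were called higher in severe kidneys. On average 11 of the 12 were higher and 1 lower, with a median log2 change of 1.50. An adjusted p under 0.05 was reached by 3 over all genes and by 10 adjusted over the list alone. The unadjusted p of this list was 2.8e-16 by camera and 5.66e-05 by fry.

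**Figure D2:**
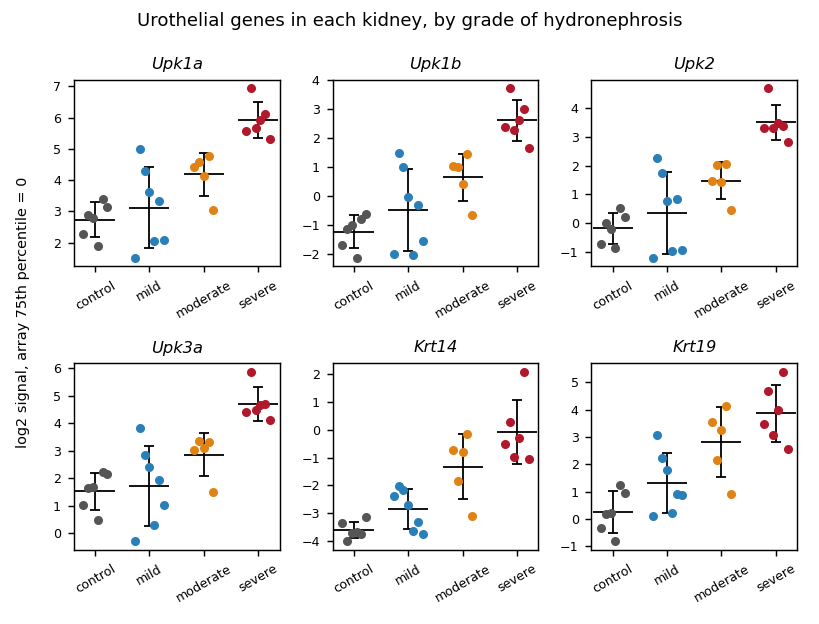
Log2 signal of 4 uroplakins and 2 cytokeratins in each kidney, with 0 at the 75th percentile of the array, by grade of hydronephrosis. Each point is a kidney, and bars give the mean and SD. *Upk1b* averaged -1.22 in controls and 2.62 in severe kidneys, with moderate kidneys between mild and severe ones at 0.66.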

We confirmed expression differences in 11 urothelial mRNAs between *mgb* ^−/−^ kidneys with mild and severe hydronephrosis by qPCR (Figure S7).

**Table 6:** Urothelial Genes Identified by IPA of Mild and Severe Kidneys.

Transcript (Gene Name)	Fold Change	Function
Upk1a (uroplakin 1A)	↑ 7.29	Urothelial Integrity
Upk1b (uroplakin 1B)	↑ 8.98	Urothelial Integrity
Upk2 (uroplakin 2)	↑ 8.99	Urothelial Integrity
Upk3a (uroplakin 3A)	↑ 8.15	Urothelial Integrity
2310043J07Rik (uroplakin 3B-like)	↑ 3.95	Unknown
Krt14 (cytokeratin 14)	↑ 5.56	Urothelial Integrity
Krt18 (cytokeratin 18)	↑ 3.62	Urothelial Integrity
Krt19 (cytokeratin 19)	↑ 6.32	Urothelial Integrity
Grhl3 (grainyhead-like 3, Drosophila)	↑ 5.94	Transcription Factor
Foxa1 (forkhead box A1)	↑ 5.74	Transcription Factor
Sprr1a (small proline-rich protein 1A)	↑ 8.11	Unknown
Gjb6 (gap junction protein, beta 6, 30 kDa)	↑ 6.66	Unknown
Gsdmc4 (gasdermin C4)	↑ 5.20	Unknown

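Set against the controls, the 13 urothelial genes had a median log2 change of 0.66 in mild, 1.65 in moderate and 3.53 in severe kidneys. In all *mgb-/-* kidneys together the median was 1.89, with every gene higher on average. An adjusted p under 0.05 was reached by 7 of the 13 over all genes and by 11 adjusted over the list alone. The list passed camera (adjusted p = 4.01e-07) and fry (adjusted p = 0.00992). *Krt19* rose by 2.34 (SE 0.64, adjusted p = 0.019) in 16 of 18 kidneys. *Upk3a* rose by 1.50 (SE 0.67, adjusted p = 0.137) in 14 of 18 kidneys, which did not pass. The 12 urothelial genes outside Table 6 had a median of 0.95 (camera adjusted p = 3.5e-04, fry adjusted p = 0.0343), with 3 genes past over all genes and 5 adjusted over the list alone.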

Since urothelial genes appeared preferentially upregulated in *mgb* ^−/−^ kidneys, we compared urothelial morphology in severe kidneys versus controls (Figures 3–5). Control renal urothelium was principally comprised of a single layer of cuboidal cells with intermittent multilayered regions of 2–3 cells. In contrast, the renal urothelium of severe kidneys contained numerous multilayered regions of 3–5 cells throughout the renal pelvis and showed frequent cellular blebbing.

**Figure 3:**
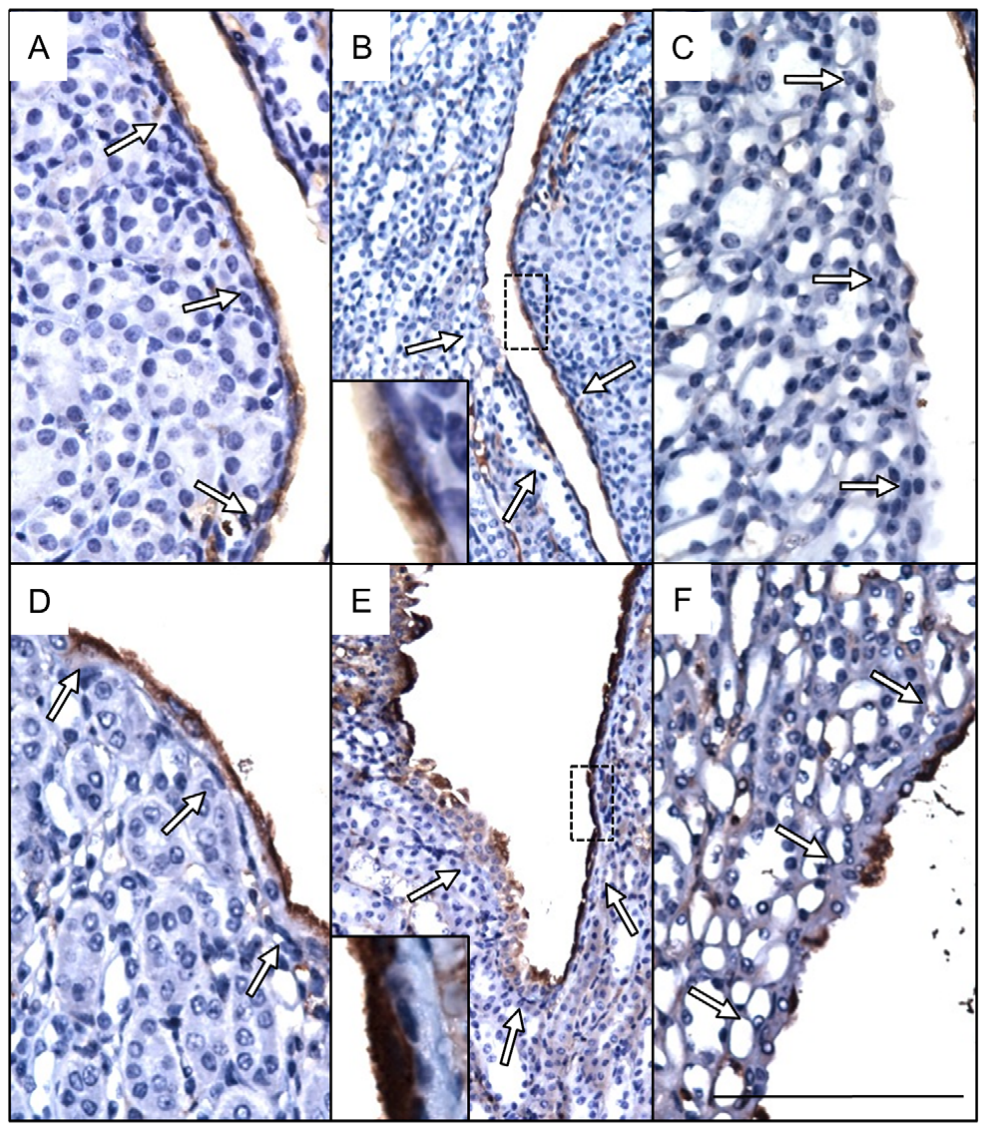
Uroplakin 3a expression and cellular distribution is altered in severe kidneys. Immunohistochemical localization (**brown, arrows**) of Upk3a shows relatively uniform expression in urothelial cells in cortical (**a, d**) and cortical-medullary (**b, e**) regions of control (**a, b**) and severe (**d, e**) kidneys. The intensity of Upk3a staining is greater within urothelial cells of severe kidneys compared to controls (**compare inset b to e**). Increased Upk3a expression was observed in urothelial cells of the medullary papillae in severe (**f**) versus control (**c**) kidneys. Scale bars are 100 microns (**a, c, d, f**), 200 microns (**b, e**) and 40 microns (**inset b, e**).

**Figure 4:**
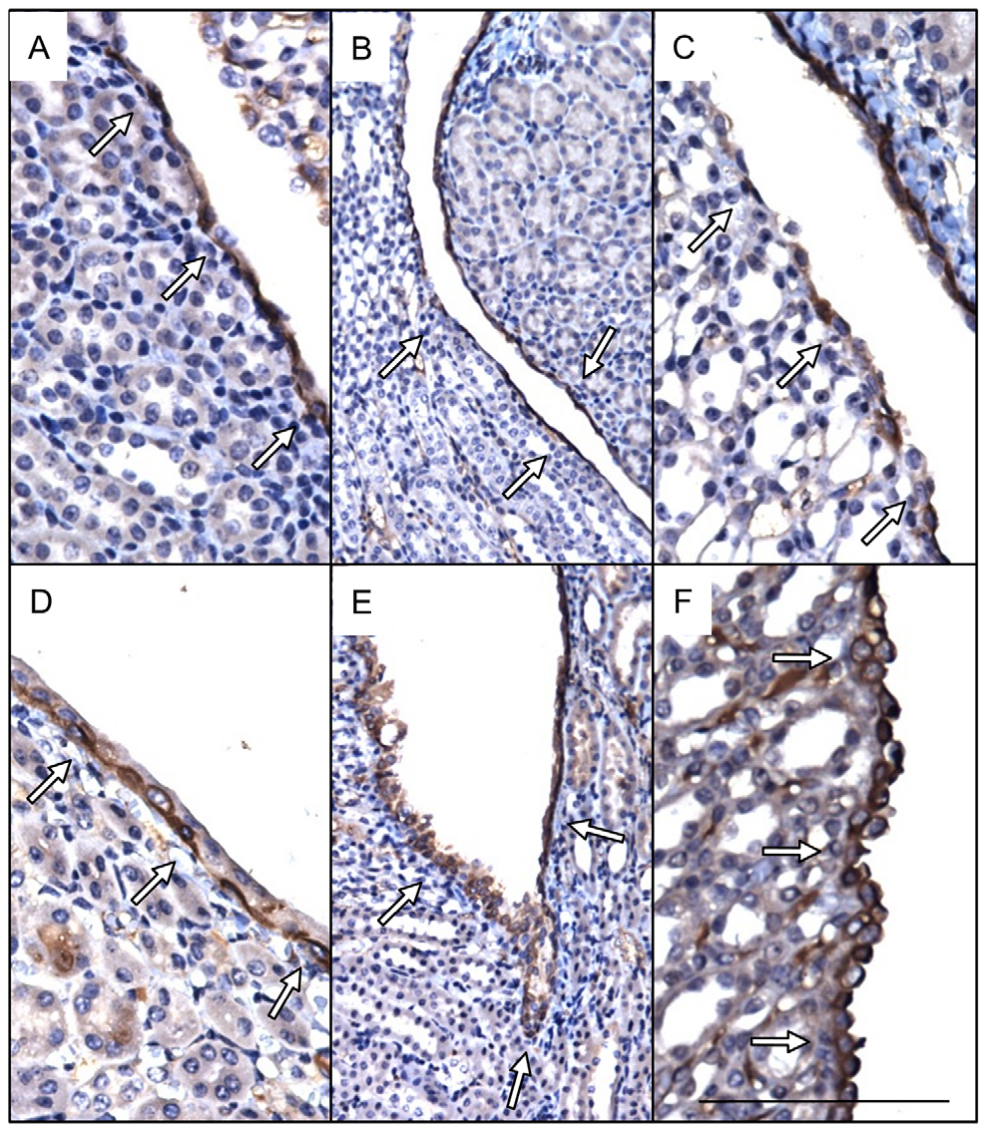
Cytokeratin 14 expression is increased along in severe kidneys. Immunohistochemical localization (**brown, arrows**) of Krt14 shows relatively uniform expression in urothelial cells in cortical (**a, d**) and cortical-medullary (**b, e**) regions of control (**a, b**) and severe (**d, e**) kidneys. Increased Krt14 expression was observed in urothelial cells of the medullary papillae in mutant (**f**) versus control (**c**) kidneys. Scale bars are 100 microns (**a, c, d**, **f**), 200 microns (**b, e**).

**Figure 5:**
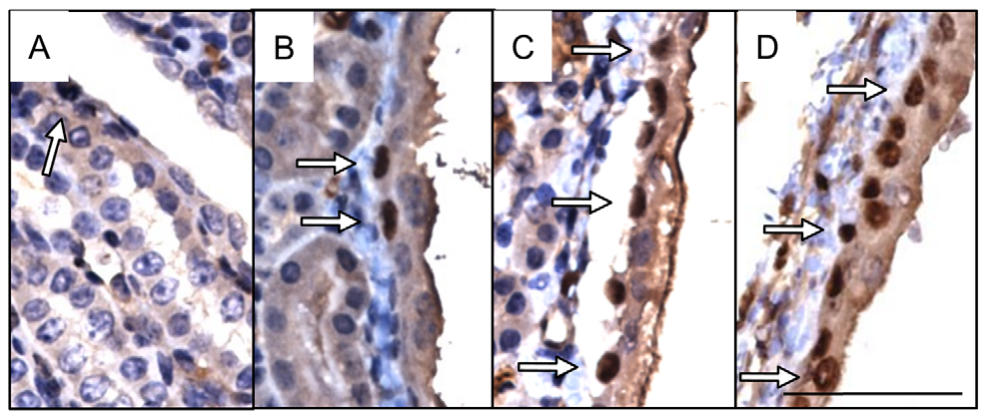
Ki-67 expression is increased in severe kidneys. Immunohistochemical localization (**brown, arrows**) of Ki-67 expression is limited to sparse individual cells within control kidney urothelium (**a**). Severe kidney urothelium shows an increase in the number of Ki-67 positive cells (**b**) including long stretches of positive cells in mutant cortical urothelium (**c**) and in mutant ureteropelvic urothelium (**d**). Scale bar is 100 microns.

Uroplakin 3a (Upk3a), a transmembrane protein that forms apical complexes on urothelial cells, was uniformly expressed along control urothelium but showed decreased expression ascending the renal papillae resulting in only scarce individually stained cells found on the upper 2/3 of the papillae (Figure 3A–C). A similar pattern of expression was observed in the urothelium of severe kidneys except that the intensity of corticomedullary Upk3a staining appeared greater and the number of positive cells on the renal papillae appeared to increase (Figure 3D–F).

Cytokeratin 14 (Krt14), a progenitor cell marker in renal urothelium, was expressed throughout control urothelium with decreased expression as urothelial cells ascended the renal papillae (Figure 4A–C) [16]. In contrast, Krt14 expression in severe kidneys was uniformly expressed throughout the renal urothelium including the papillae where expression was significantly increased versus controls (Figure 4D–F).

Cellular proliferation within the renal urothelium was assessed using Ki-67 (Figure 5) [17]. Minimal Ki-67 staining was observed in control renal urothelium with only rare individual positive cells identified. In contrast, severe kidneys showed a 20-fold increase (p≤0.02) in the percentage of Ki-67-positive cells within the renal urothelium versus controls (Figure 6). Long clusters of positive cells were observed along the corticomedullary (Figure 5C) and ureteropelvic (Figure 5D) junctions.

**Figure 6:**
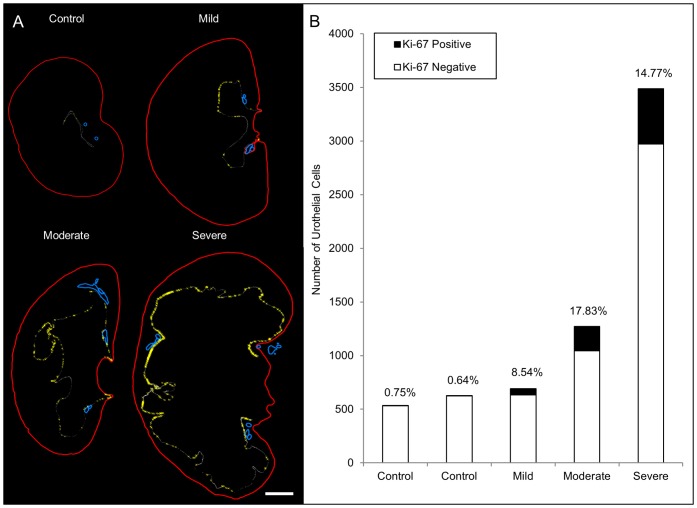
Severe kidneys show increased urothelial proliferation at the corticomedullary and ureteropelvic junctions. (**a**) Schematic reconstruction of representative control and mild, moderate and severe kidneys showing kidney capsule (**red**), renal vasculature (**blue**), Ki-67 negative renal urothelial cells (**white dots**) and Ki-67 positive renal urothelial cells (**yellow crosshairs**). Scale bar is 1000 microns. (**b**) Quantitation of the number of Ki-67 positive (**black**) versus negative (**white**) urothelial cells with percentage of Ki-67 positive urothelial cells indicated above each bar.

Biomarker analysis identified a subset of three moderate and one severe hydronephrotic kidneys expressing high levels of *Ngal/Lcn2,* a well-characterized marker of tubular injury [18]–[20]. qPCR analysis validated *Ngal* expression in all 24 kidneys used in this study confirming that these four kidneys had *Ngal* mRNA expression levels at least three standard deviations higher than the mean (Figure S8). 

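On the arrays, *Lcn2* had a median log2 signal of -0.67 in control (range -1.34 to -0.35), -0.32 in mild (range -0.87 to 1.27), 4.29 in moderate (range -1.16 to 6.59) and 1.75 in severe kidneys (range -0.27 to 5.48). Against controls the log2 change was 0.56 (SE 1.03, adjusted p = 0.834) in mild, 3.59 (SE 1.12, adjusted p = 0.1) in moderate and 2.86 (SE 1.07, adjusted p = 0.0693) in severe kidneys. For all *mgb-/-* kidneys it was 2.17 (SE 0.99, adjusted p = 0.147), with 15 of 18 kidneys above the control mean. The spread between *mgb-/-* kidneys, 2.48 (SD), was larger than the change.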

We next grouped *mgb* ^−/−^ transcriptomes with elevated *Ngal* expression (*Ngal^high^*) and analyzed for global differences in expression compared to *mgb* ^−/−^ kidneys with low *Ngal* expression (*Ngal^low^*). This analysis identified nine potential biomarkers of renal injury including several genes previously associated with tubular injury (*Havcr1*, *Il1f6*, *Fgg, Timp1*) as well as a set of novel genes not previously implicated as biomarkers of renal injury including *Sprr2f*, *Sprr2g*, *Serpina10*, *Itih4* and *Saa2* (Figure 7). 

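The labels of the arrays do not identify the 4 kidneys of the subset, so the study's grouping was not repeated and each biomarker was instead set against *Lcn2* over the 18 *mgb-/-* kidneys. The largest gap between neighbouring *Lcn2* values was 0.289 of their range, under the limit chosen for separate clusters, so the 18 kidneys were analyzed as 1 group. The study selected the 9 genes by *Ngal* on these kidneys, so the p values below are not independent evidence. *Il1f6* was not well above background in 11 of the 18 kidneys, *Saa2* in 9, *Sprr2f* in 5 and *Sprr2g* in 2, so part of their values and ranks is background. For the 9 biomarkers, 9 relations in all, Pearson's r and Spearman's rho were computed with permutation p values. *Il1f6* followed *Lcn2* with r = 0.95 (permutation p = 1e-05, adjusted 2.2e-05) and rho = 0.77 (permutation p = 3.9e-04, adjusted 7e-04). *Sprr2f* gave r = 0.93 and rho = 0.90, *Sprr2g* 0.91 and 0.92, *Havcr1* 0.91 and 0.74, *Timp1* 0.90 and 0.83, and *Serpina10* 0.80 and 0.84. The permutation p of r was 1e-05 for *Sprr2f*, *Sprr2g* and *Havcr1*, the smallest that the permutations can give. *Saa2* had r = 0.77 (permutation p = 2.7e-04, adjusted 3.5e-04) and rho = 0.66 (permutation p = 0.0038, adjusted 0.0049). *Fgg* had r = 0.76 (permutation p = 5.5e-04, adjusted 6.2e-04) and rho = 0.48 (permutation p = 0.047, adjusted 0.047). *Itih4* had the weakest relation, with r = 0.66 (permutation p = 0.0029, adjusted 0.0029) and rho = 0.50 (permutation p = 0.037, adjusted 0.042). Without moderate replicate 1 and severe replicate 5, which lay farthest from the median of *Lcn2*, r was 0.91 for *Il1f6*, 0.87 for *Sprr2f*, 0.87 for *Sprr2g*, 0.89 for *Havcr1*, 0.89 for *Timp1*, 0.73 for *Serpina10*, 0.77 for *Saa2*, 0.68 for *Fgg* and 0.48 for *Itih4*. Within each of the 3 slides, which held 6 *mgb-/-* kidneys each, every r was positive, with the lowest at 0.28 for *Itih4* and 0.44 for *Serpina10*, both on slide 3.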

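Compared with controls, *Lcn2* and the 9 biomarkers had a median log2 change of 2.69 over all *mgb-/-* kidneys, and 1.48, 3.85 and 3.00 in mild, moderate and severe kidneys. With genes that were dim in a whole group set to their lower bound these medians were 2.39, 0.80, 3.77 and 2.89. Over all genes 3 of the 10 had an adjusted p under 0.05, *Sprr2g*, *Serpina10* and *Itih4*, and 6 had one adjusted over the list alone. Set against controls by grade, 5 of the 10 passed in moderate or severe kidneys. This count ranged from 2 without control replicate 1 to 9 without moderate replicate 5. Among 100 splits of the kidneys, the real one included, 6 gave as many, so chance cannot be excluded for it. *Itih4* rose by 2.97 (SE 0.84, adjusted p = 0.0236) in 17 of 18 kidneys, *Timp1* by 2.50 (SE 0.92, adjusted p = 0.0706) in 17 of 18 and *Fgg* by 1.70 (SE 0.79, adjusted p = 0.153) in 17 of 18. *Saa2* and *Sprr2f* were not well above background in any control kidney, and were at least 3.43-fold and at least 4.84-fold higher in *mgb-/-* kidneys. *Il1f6* was well above background in 1 of 6 control, 0 of 7 mild, 3 of 5 moderate and 4 of 6 severe kidneys. The paper proposes these genes as potential biomarkers of renal injury.

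**Figure D3:**
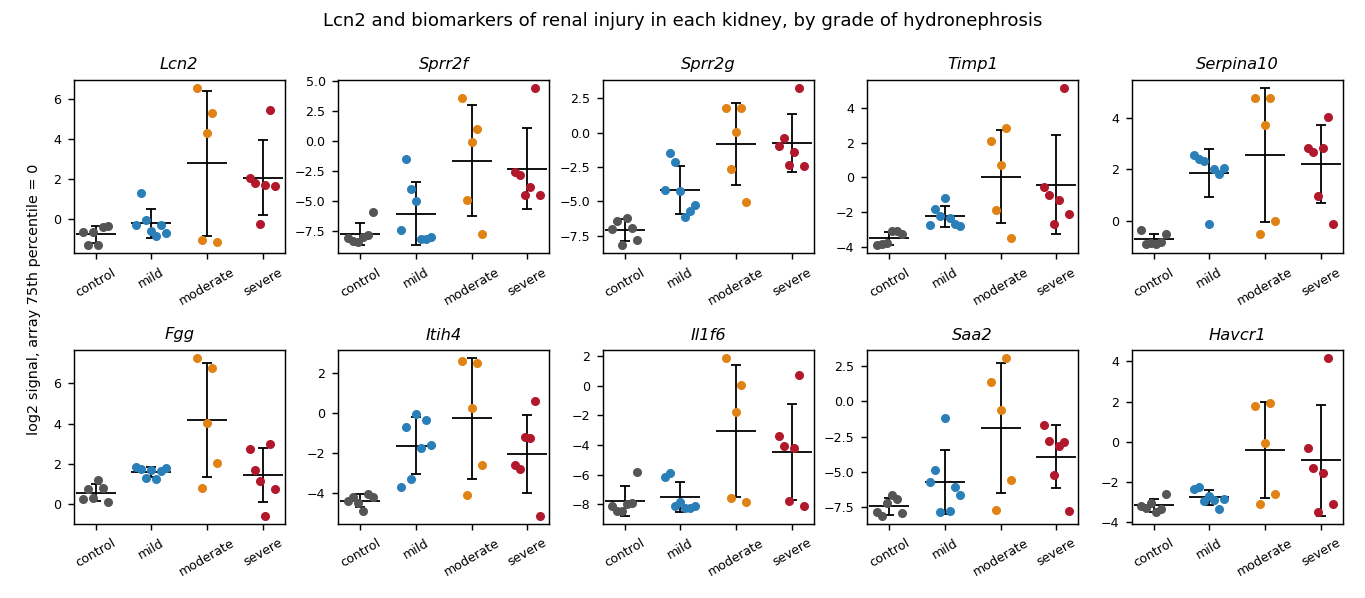
Log2 signal of *Lcn2* and 9 biomarkers in each kidney, with 0 at the 75th percentile of the array, by grade of hydronephrosis. Each point is a kidney, and bars give the mean and SD. *Lcn2* lies between -1.16 and 6.59 in moderate kidneys, and between -1.34 and -0.35 in controls.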

We confirmed differential mRNA expression of 8 of these known or candidate tubular injury markers between *Ngal^high^* and *Ngal^low^ mgb* ^−/−^ kidneys by qPCR (Figure S9).

**Figure 7:**
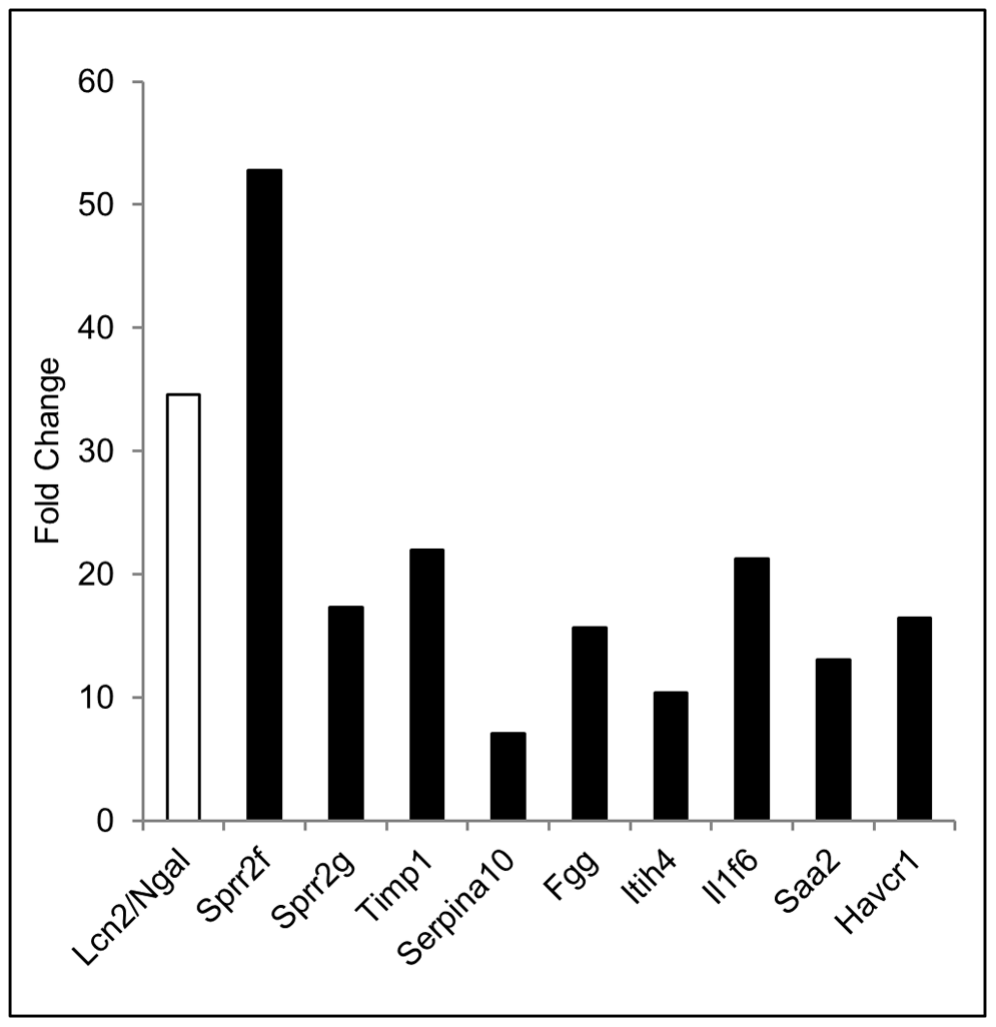
Differential expression of potential biomarkers of renal injury in *Ngal^high^* versus *Ngal^low^* kidneys. Microarray results showing fold-change in expression of potential biomarkers of renal injury comparing *Ngal^high^* versus *Ngal^low^* kidneys. (Sprr2f) small proline-rich protein 2F, Sprr2g, (Timp1) tissue inhibitor metalloproteinase 1, (Serpina10) serpin peptidase inhibitor, clade A, member 10, (Fgg) fibrinogen gamma chain, (Itih4) inter-alpha-trypsin inhibitor heavy chain family, member 4, (Il1f6) interleukin-1 family member 6, (Saa2) serum amyloid A2 and (Havcr1) hepatitis A virus cellular receptor 1.

## Discussion

The *mgb* ^−/−^ mouse represents a unique model for the study of CON and progressive renal injury. Prior studies show that *mgb* ^−/−^ kidneys display an adaptive response to the development of progressive hydronephrosis [6]. To better understand the molecular mechanisms controlling this adaptive response, whole genome expression arrays were compared between mild, moderate and severe kidneys versus controls. This analysis suggested that the progressive development of hydronephrosis in *mgb^−/−^* kidneys principally involves three canonical pathways including: 1) renal response to injury, 2) RA pathway and 3) steroid hormone metabolism.

### Renal Injury

Over half of the top twenty canonical pathways identified in this study involved renal response to injury. This finding is consistent with prior studies showing that the progression of renal injury in *mgb^−/−^* kidneys correlates with the severity of hydronephrosis [6]. Affected kidneys showed an adaptive response that involves the appearance of α-smooth muscle actin (SMA) positive myofibroblasts, expanded TGFβ1 and CTGF expression, and the development of limited renal fibrosis [6]. This study confirms and expands those original observations at the molecular level by demonstrating that the most activated upstream regulator in *mgb* ^−/−^ kidneys is the TGFβ pathway. This observation is consistent with current literature and confirms the key role that TGFβ plays in modulating progressive renal injury and fibrosis following obstruction [21]–[23].

Although our analysis identified a group of genes that have been previously shown to be upregulated in newborn rats with UUO, it did not identify any of the key inflammatory genes previously found to be dysregulated in UUO such as interleukin-1 beta, interferon gamma regulating factor 1, and monocyte chemoattractant protein 1 [24]. 

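*Il1b* rose by a log2 change of 1.61 (SE 0.54, adjusted p = 0.0473) in *mgb-/-* kidneys, with 18 of 18 above the control mean, and its adjusted p stayed under 0.05 in 10 of 34 other settings. *Ccl2*, the gene of monocyte chemoattractant protein 1, changed by 1.44 (SE 0.71, adjusted p = 0.177) in 15 of 18 kidneys. *Irf1* changed by 0.31 (SE 0.25, adjusted p = 0.444) in 13 of 18. With grades taken apart, *Il1b* changed by 0.86 (adjusted p = 0.441) in mild, 2.05 (adjusted p = 0.0991) in moderate and 2.13 (adjusted p = 0.0237) in severe kidneys.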

Activation of the host inflammatory response is an early event in the UUO model, attributed to apoptosis of tubular epithelial cells, resulting in the release of TGFβ and reactive oxygen species which recruit and activate macrophages [25]. In contrast, apoptosis is a rare event in *mgb^−/−^* tubular epithelium, and macrophages are only detected in a subset of *mgb^−/−^* kidneys with advanced hydronephrosis [6]. We propose that the *mgb^−/−^* kidney is a low-pressure system with a more gradual onset of increased tubular hydrostatic pressure, rendering it less susceptible to tubular injury and macrophage infiltration than kidneys following UUO. The acute inflammatory response observed in certain *mgb^−/−^* kidneys with advanced hydronephrosis most likely represents a key “second hit” that worsens tubular injury resulting in expanded myofibroblast transformation/activation leading to the development of severe interstitial fibrosis. A similar “second hit” model in children with CON may be found in the form of recurrent urinary tract infections/pyelonephritis or increased back pressure resulting in ischemic injury, both of which have been associated with the subsequent development of severe interstitial fibrosis and progression to ESRD [26], [27].

Comparison of transcriptomes with varying degrees of hydronephrosis identified a urothelial gene expression signature associated with severe obstruction. Many of the urothelial genes upregulated in severe kidneys have been implicated in urothelial integrity/function, and prior studies have shown that urothelial permeability is compromised in mice deficient in *Upk2*, *Upk3a*, and *Grainyhead-like 3* [11]–[14]. The changes in Upk3a and Krt14 expression and distribution observed in severe kidneys would therefore be predicted to alter the structural integrity, permeability and functionality of the renal urothelium.

The renal urothelium also showed alterations in proliferative index and organization in severe kidneys. The corticomedullary region of proliferation identified in our study appears similar to the previously identified renal fornix, which has been proposed as a site of urothelial progenitor cells [16], [28]. These same studies showed an *Fgf7*/*Fgfr2* mediated increase in urothelial proliferation near the renal fornix in response to ischemia-reperfusion injury and UUO. 

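The mRNA of *Fgf2* was low on these arrays and well above background in 3 of 6 control kidneys. Its log2 change in *mgb-/-* kidneys was 1.04 (SE 0.35, adjusted p = 0.0495), with 17 of 18 above the control mean, and the adjusted p was under 0.05 in 6 of 33 other settings. *Fgf7* changed by 0.66 (SE 0.31, adjusted p = 0.164) in 17 of 18 kidneys. *Fgfr2* rose by 0.42 (SE 0.13, adjusted p = 0.0327) in 18 of 18.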

*Fgf2* activation was predicted in our current analysis (p≥5.3×10^−10^) suggesting that this same signaling pathway may play a key role in renal urothelial expansion in CON.

These results suggest that urothelial cells may actively participate in the renal response to obstruction. We postulate that during the development of progressive hydronephrosis, distension of the renal pelvis results in increased proliferation of the renal urothelium and altered expression of key structural genes. Although these changes may have short-term deleterious effects on membrane permeability and function, they may be critical in initiating an adaptive, organ-protective response during pathogenic insult to the kidney. This hypothesis is consistent with our previous observation that renal fibrosis first initiates immediately beneath the renal urothelium of *mgb^−/−^* kidneys [6]. In addition to distending pelvic urothelium, obstruction leads to tubular dilatation and exposure of the entire nephron to increased hydrostatic pressure which may activate additional signaling pathways that participate in renal injury and account for some of the transcriptional changes observed in *mgb^−/−^* kidneys.

### Retinoic Acid

RA has been implicated in kidney and urinary tract development [29], [30]. We hypothesize that these same developmental functions of RA may be recapitulated during renal pathogenesis as a transient repair mechanism. Prior studies in our lab have found evidence of delayed maturation in *mgb^−/−^* kidneys including prolonged expression of early glomerular markers as well as expanded medullary expression of α-SMA [6]. RA has been shown to promote cell survival and antagonize renal fibrosis in models of glomerular injury, while administration of isotretinoin (13-cis-RA) or all*-trans* RA attenuates interstitial fibrosis and reduces TGFβ1 expression in UUO [31], [32]. In addition, administration of 13*-cis* RA to mice with ischemia-reperfusion injury results in decreased expression of the proapoptotic molecule, *Nur77*, as well as improved renal function, decreased renal injury, and reduced levels of pro-inflammatory cytokines [33]. 

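Expression of *Nr4a1* was 1.59 ± 0.53 (SD, n = 6) in control and 4.79 ± 1.00 (SD, n = 18) in *mgb-/-* kidneys. The log2 change of 3.20 (SE 0.41, adjusted p = 1.12e-04) was present in 18 of 18 kidneys. The related gene *Nr4a2* rose by 1.77 (SE 0.38, adjusted p = 0.00591). Over 20 immediate early genes, *Nr4a1* among them, the median was 1.71 in all *mgb-/-* kidneys, and 1.87, 1.46 and 1.80 in mild, moderate and severe kidneys. This list passed camera (adjusted p = 8.75e-26) and fry (adjusted p = 1.7e-07), with 20 genes past over all genes and 20 adjusted over the list alone, several of them read in Table S1 beforehand.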

*Nur77/Nr4a1* was among the top induced transcripts in *mgb^−/−^* kidneys suggesting a similar role for this molecule in our model system.

RA has also been shown to play a role in differentiation of urothelium [34]. This observation provides a mechanism whereby RA signaling may represent an important early urothelial response to impending renal injury. As discussed above, this hypothesis is consistent with our prior observations that the first site of collagen deposition in *mgb^−/−^* kidneys is immediately underlying the renal urothelium. In addition, the results of this study indicate that one of the earliest detectable changes in *mgb^−/−^* kidneys is an increase in renal urothelial proliferation in the face of limited pelvic distension. We postulate that these initial changes in urothelial morphology represent an early adaptive response to progressive renal injury that is designed to generate a localized and reversible repair mechanism. In the face of continued renal insult, these early remodeling/repair responses may become exacerbated and irreversible by additional contributors to renal injury resulting in permanent kidney damage.

### Steroid Hormones

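Genes that respond to glucocorticoids were measured on the same arrays. Of 18 such genes, all were higher on average in *mgb-/-* kidneys, with a median log2 change of 1.14 and medians of 1.33, 1.01 and 1.10 in mild, moderate and severe kidneys. Over all genes 10 passed an adjusted p of 0.05, and 14 adjusted over the list alone. The list passed camera (adjusted p = 2.72e-12) and fry (adjusted p = 9.7e-05). Of the 18 genes 10 are in Table S1, so the list is not independent of the study's own selection. Nor is it specific, since *Lcn2* and *Cdkn1a* are also in the renal injury list and *Dusp1* is in the immediate early list. *Cebpd* rose by 1.97 (SE 0.22, adjusted p = 2.35e-05) and *Ddit4* by 1.37 (SE 0.16, adjusted p = 5.02e-05), each in 18 of 18 kidneys. *Fkbp5* rose by 0.51 (SE 0.28, adjusted p = 0.247) in 15 of 18, short of the threshold.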

The most significantly upregulated mRNA in *mgb* ^−/−^ kidneys was *Cbg*, encoding the major transport protein for glucocorticoids and progestins in the blood. *Cbg* expression in the developing and postnatal kidney is highly regulated at the mRNA and protein level [10]. While the significance of increased *Cbg* expression by *mgb* ^−/−^ kidneys remains to be determined, it seems plausible that it functions to increase the local concentration of glucocorticoid/progestin thereby downregulating the local inflammatory response. This hypothesis provides a molecular mechanism for the previous observation that *mgb* ^−/−^ kidneys display limited inflammatory infiltrates, suggesting that increased *Cbg* expression may be critical in promoting remodeling/repair following congenital obstruction by attenuating the acute inflammatory response.

In addition to altered *Cbg* levels, our study identified differential expression of genes with roles in sex hormone metabolism between *mgb* ^−/−^ and control kidneys. 

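*Hsd3b3* fell by 1.81 (SE 0.48, adjusted p = 0.0162) in 16 of 18 *mgb-/-* kidneys, *Cyp7b1* by 2.91 (SE 0.63, adjusted p = 0.00604) in 16 of 18 and *Akr1c21* by 1.91 (SE 0.50, adjusted p = 0.0158) in 18 of 18. The log2 change of *Esr1* was 0.14 (SE 0.26, adjusted p = 0.773), within the spread between kidneys.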

A variety of studies have suggested gender-based differences in the progression of renal injury [35]–[37]. Among the hypothetical mechanisms proposed for renal protection are gender-specific gene expression, gender-specific synthesis and metabolism of sex hormones, and/or modification of epigenetic factors controlling gene activation/inactivation. Interestingly, our study identified the skewed expression of a group of sexually dimorphic genes in male *mgb^−/−^* kidneys. Although the underlying mechanism(s) and significance of this observation remain to be determined, we postulate that male *mgb^−/−^* kidneys transiently alter expression of mRNAs to adopt a more “female” transcriptome under the influence of estrogen and/or other hormones. Epidemiologic data supports the concept that female gender is protective for non-diabetic renal disease progression, with higher rates of CKD progression and ESRD in males [38], [39]. Studies in animal models support a specific role for estrogen in limiting glomerulosclerosis and inflammation [36]. Tamoxifen, an estrogen partial agonist, has been shown to have anti-fibrotic effects in rats, while testosterone administration has been shown to exacerbate renal injury in the mouse UUO model [40], [41]. These observations suggest that the expression of a more “female” transcriptome in male *mgb^−/−^* kidneys may initiate a cytoprotective genetic program that transiently supports the remodeling/repair response observed in *mgb^−/−^* kidneys.

The most inhibited upstream pathway observed in *mgb^−/−^* kidneys involved Hdacs, a class of enzymes that remove acetyl groups from histones permitting tight DNA packaging that often results in the downregulation/inactivation of gene transcription [42]. Prior studies have shown that androgen, estrogen and glucocorticoid receptors are substrates/binding partners for various members of the Hdac family and that steroid hormone expression can influence perinatal programing [43]. These observations suggest that *mgb^−/−^* kidneys may reactivate Hdac-regulated genes under the modulation of local steroid hormone activity providing a potential dual role for steroids in renal pathogenesis that includes suppression of an acute inflammatory response as well as modulation of the genetic programs controlling cellular differentiation.

### Biomarkers of CON

The identification of novel biomarkers of renal injury that provide prognostic value for progression to ESRD remains a major goal in the study of kidney disease. The *mgb^−/−^* mouse model provides a unique opportunity to search for stage-specific diagnostic and prognostic markers of renal injury. Unfortunately, in this current study, we were unable to detect a single individual gene that directly correlated with our current ultrasound stratification criteria. This suggests that the degree of hydronephrosis may not always directly correlate with the molecular severity of disease progression in affected kidneys, and is consistent with clinical observations in children with CON [44]. 

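The grades were also coded 1, 2 and 3 for mild, moderate and severe and fitted as a slope over the 18 *mgb-/-* kidneys. By limma 65 genes had an adjusted p under 0.05, all with a rising slope, and 47 of them rose by at least 1 log2 unit per grade. Of the 65 genes, 61 were also called between severe and mild kidneys. *Upk2* had a slope of 1.56 (SE 0.27, adjusted p = 0.0359) and *Upk1b* one of 1.55 (SE 0.28, adjusted p = 0.0359). The count was 0 with each array scaled by its median, with slide as a block, with the replicate number as a block, without mild replicate 1, 5, 6 or 7 or without severe replicate 1, 4 or 5, and 118 without moderate replicate 5. At an unadjusted p under 0.05, 104 genes had a slope of at least 1 in size. The percent of parenchyma of each kidney is not linked to its array in the labels, so no gene was set against that measure.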

The basis for this discordance is most likely complex, involving both genetic and epigenetic factors that may include individual genetic background, understanding of the precise chronicity of hydronephrosis/renal injury, cellular heterogeneity of whole kidney and potential loss of individual cellular phenotypes as disease severity increases.

Therefore, we sought to further stratify *mgb^−/−^* kidneys at the molecular level based upon *Ngal* expression. While *Ngal* expression was heterogeneous and did not accurately predict the degree of obstruction, a subset of moderate and severe kidneys did express significantly higher levels of *Ngal*. 

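The mild kidney with the highest *Lcn2* signal, at 1.27, lay above the lowest moderate kidney at -1.16 and the lowest severe kidney at -0.27. The slope of *Lcn2* over the 3 grades was 1.19 (SE 0.61, adjusted p = 0.606).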

Assuming that this subset of *Ngal^high^* kidneys represented a consistent molecular signature associated with acute renal injury, we compared this group to the remainder of affected kidneys and controls. The detection of three previously identified markers of tubular injury validated this approach and studies are currently underway to determine the potential efficacy of the remaining five genes as stage-specific and/or prognostic markers of obstructive renal injury. Finally, identification of the renal urothelium as an early responder in kidney remodeling/repair may provide a novel target for the development of stage-specific markers of CON.

## Conclusions

The results of this study indicate that the development of progressive hydronephrosis in *mgb* ^−/−^ mice results in a highly orchestrated adaptive response in the chronically affected kidney (Figure 8). We propose that renal adaptation involves a balance between RA-initiated remodeling/repair and TGFβ directed pathogenesis. In this model, the renal urothelium plays a key role in sensing and transmitting the early signals responsible for initiating the remodeling/repair mechanisms observed in *mgb* ^−/−^ kidneys. We postulate that increasing back-pressure within the renal pelvis causes the gradual expansion of the renal urothelium from morphologically well-defined regions of proliferation. Cellular proliferation results in significant phenotypic alterations within the renal urothelium changing the composition of apical plaques and altering the functionality and permeability of the urothelial membrane. These urothelial changes most likely initiate the activation of submucosal myofibroblasts resulting in collagen deposition immediately underlying the renal urothelium – the first major histopathological finding observed in *mgb* ^−/−^ kidneys (6). Steroid hormones may play a dual role in the remodeling/repair response by directly suppressing acute inflammation and modulating the transcriptional control of gene expression thereby providing a potential mechanism for gender-based differences in renal pathogenesis and progression.

**Figure 8:**
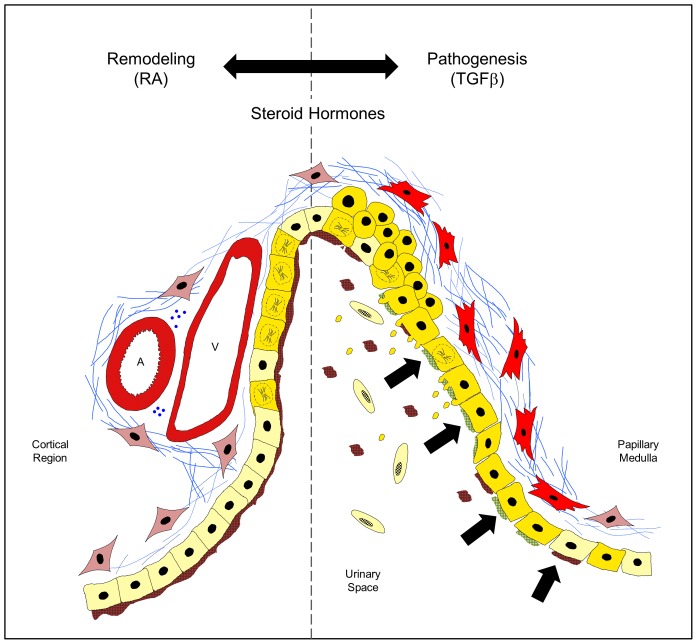
Current model of renal adaptation following the development of congenital obstruction in *mgb^−/−^* mice. Renal adaptation in *mgb^−/−^* kidneys involves a balance between tissue remodeling promoted by retinoic acid (**RA, left side of dotted line**) and renal pathogenesis promoted by transforming growth factor beta (**TGFβ, right side of dotted line**) in context of the specific steroid hormone background. Normal renal urothelium (**light yellow cells**) and submucosal fibroblasts (**light red cells**) maintain a controlled permeability barrier (**brown apical plaques**). As renal pelvic pressure increases during development of congenital obstruction (**black arrows**), the urothelium (**gold cells**) responds by dedifferentiating, increasing urothelial cellular proliferation (**mitotic nuclei**) and altering apical plaque production and composition (**green**). These changes result in urothelial blebbing and loss to the renal space, breakdown of membrane permeability, activation of submucosal myofibroblast (**red cells**) and increased deposition of extracellular matrix including collagen (**blue lines**). Neurovascular beds are indicated by: A (artery), V (vein), and blue dots (neural bundles).

The distribution of pathways associated with RA signaling, steroid hormone metabolism, and renal injury did not vary between mildly and severely hydronephrotic *mgb^−/−^* kidneys. Nonetheless, we propose that these pathways modulate proliferation and remodeling of the renal urothelium and activation of submucosal myofibroblasts, processes that occur in all *mgb^−/−^* kidneys (Figure 6) [6]. 

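Across all genes tested, the log2 changes of mild and severe kidneys against controls had a Pearson's r of 0.75, those of mild and moderate 0.74 and those of moderate and severe 0.69. Genes are not independent replicates, and the 3 comparisons share the same controls, which raises r without any common effect. In 100 simulated draws of unchanged groups with shared controls the median r was 0.56, 0.51 and 0.51. The draws permute the residuals of the arrays over the groups, and the permutation p of the measured r was 0.099, 0.0594 and 0.149 for the 3 pairs. By this p none of the 3 pairs passed 0.05. By the upper percentile of the draws at 0.05, a rule used at first, only mild and moderate kidneys passed, with 0.74 against 0.73. For mild and severe kidneys p was 0.0495 without severe replicate 4 and 0.0396 without severe replicate 6.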

We further postulate that these pathways may act both in a reparative fashion and to render the kidney susceptible to future pathologic changes including interstitial fibrosis and tubular injury under the influence of TGFβ, and that steroid hormones may serve a role in modulating this process (Figure 8).

Progression of renal injury in our model may be exacerbated by a “second hit” in the affected kidney. In *mgb* ^−/−^ mice, this “second hit” may occur through several processes including the development of urolithiasis, ascending infection and pyelonephritis, and/or acute high-pressure obstruction. Each of these events drives the molecular balance away from renal remodeling/repair towards expanded renal pathogenesis. Under the influence of TGFβ, increased activation of myofibroblasts leads to severe interstitial fibrosis that results in further loss of renal tubules and glomeruli and reduced renal function. It is intriguing to postulate that the structural changes induced during RA or steroid hormone mediated remodeling/repair alter the functionality of the renal urothelium increasing the kidney’s susceptibility to a “second hit” and the subsequent development of ESRD. Future studies will focus on the refinement of our current model including evaluation of the relationship between urothelial proliferation/integrity and renal injury pathways. Elucidation of these pathogenic mechanisms will lead to identification of biomarkers for risk stratification and development of therapeutic strategies designed to reduce the impact of CON.

## Supporting Information

Figure S1 **qPCR validation of a subset of differentially expressed genes in all mutant versus control kidneys.** (a) mRNA expression of the six most increased and (b) three most decreased genes in *mgb^−/−^* kidneys versus control.
(TIF) Click here for additional data file.

Figure S2 **qPCR validation of a subset of differentially expressed genes implicated in retinoic acid metabolism.** Fold change of mRNA expression of 22 genes in *mgb^−/−^* (mutant) kidneys versus controls. *p = <0.05, **p = <0.005, ***p = 0.0005.
(TIF) Click here for additional data file.

Figure S3 **qPCR validation of a subset of differentially expressed genes implicated in steroid hormone metabolism.** Fold change of mRNA expression of 17 genes in *mgb^−/−^* (mutant) kidneys versus controls. *p = <0.05, **p = <0.005, ***p = 0.0005.
(TIF) Click here for additional data file.

Figure S4 **qPCR validation of a subset of differentially expressed genes implicated in the response to renal injury.** Fold change of mRNA expression of 21 genes in *mgb^−/−^* (mutant) kidneys versus controls. *p = <0.05, **p = <0.005, ***p = 0.0005.
(TIF) Click here for additional data file.

Figure S5 **qPCR validation of a subset of differentially expressed Hdac target genes.** Fold change of mRNA expression of 5 genes in *mgb^−/−^* (mutant) kidneys versus controls. *p = <0.05, ***p = 0.0005.
(TIF) Click here for additional data file.

Figure S6 **qPCR validation of a subset of differentially expressed sexually dimorphic genes.** Fold change of mRNA expression of 14 genes in *mgb^−/−^* (mutant) kidneys versus controls. *p = <0.05, **p = <0.005, ***p = 0.0005.
(TIF) Click here for additional data file.

Figure S7 **qPCR validation of a subset of urothelium specific genes between mild and severe kidneys.** Fold change of mRNA expression of 11 genes in severe *mgb^−/−^* kidneys versus mild *mgb^−/−^*. *p = <0.05, **p = <0.005, ***p = 0.0005.
(TIF) Click here for additional data file.

Figure S8 **qPCR validation of** ***Ngal*** **expression in mutant and control kidneys.** The average fold change of the four Ngal^high^ mutant kidneys, all Ngal^low^ (Ngal^low^ control+Ngal^low^ mutant kidneys), mutant Ngal^low^ and control Ngal^low^ kidneys compared to a control pool of kidneys. *p = 0.018, **p = 0.019 and ***p = 0.017.
(TIF) Click here for additional data file.

Figure S9 **qPCR validation of potential biomarkers of renal injury.** Fold change of mRNA expression of 8 genes in Ngal^high^ kidneys versus Ngal^low^ *mgb^−/−^* kidneys. *p = <0.05, **p = <0.005, ***p = 0.0005.
(TIF) Click here for additional data file.

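Of the 408 genes in Table S1 with a match on the array, 407 changed in the same direction here and 375 were called. A further 481 genes were called that the table does not list. Across the listed genes, which are not independent replicates, the table's log2 fold changes and those computed here had r = 0.972. The table holds the paper's own values for 201 genes with higher and 207 with lower expression.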

Table S1 **Genes with ≥2-fold differential expression between all mgb−/− and wildtype kidneys.**
(XLS) Click here for additional data file.

Table S2 **Top Toxicological Functions Identified by IPA of All Mutant Kidneys to Controls.**
(DOC) Click here for additional data file.

Table S3 **Differentially Expressed TGF-β/Smad Target Genes Comparing All Mutant and Control Kidneys.**
(XLS) Click here for additional data file.

Table S4 **Differential Gene Expression Between Mild and Severe Hydronephrotic mgb−/− Kidneys.**
(XLS) Click here for additional data file.

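Of the 81 genes in Table S4, 77 could be matched to the array, and all 77 changed in the same direction here. Among them 66 were called between severe and mild kidneys, while 63 called genes are not in the table. Across these genes, which are not independent replicates, the log2 fold changes of the table and those computed here had r = 0.824.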

# Supplementary material for: Molecular Basis of Renal Adaptation in a Murine Model of Congenital Obstructive Nephropathy
**Source:** PLoS One. 2013 Sep 4;8(9):e72762. doi: 10.1371/journal.pone.0072762
**Supplement:** Table S2 — Top Toxicological Functions Identified by IPA of All Mutant Kidneys to Controls.

| **Table S2. Top Toxicological Functions Identified by IPA of All Mutant Kidneys to Controls** | | |
| --- | --- | --- |
| **Functions** | **p-Value Range** | **Gene Number** |
| Renal Necrosis/Cell Death | 8.51 X 10-6 – 3.23 X 10-1 | 20 |
| Kidney Failure | 1.90 X 10-4 – 1.86 X 10-1 | 13 |
| Renal Inflammation | 1.53 X 10-3 – 2.95 X 10-1 | 14 |
| Renal Nephritis | 1.53 X 10-3 – 2.95 X 10-1 | 14 |
| Renal Damage | 2.04 X 10-3 – 1.50 X 10-1 | 15 |

How the deposited data were processed for this re-analysis (not part of the article)

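Total RNA of 24 whole kidneys of male mice, 6 control and 18 *mgb-/-* (7 mild, 5 moderate and 6 severe by the ultrasound grade in the labels), had been labelled with a single dye and hybridized to Agilent 8x60K mouse arrays, 1 kidney per array. The arrays lie on 3 slides of 8, each with 2 control and 6 *mgb-/-* kidneys. The labels do not say whether both kidneys of a mouse were used, so kidneys were treated as independent samples. The authors deposited the scanner software's output of every array. Its processed signal is an intensity with the background subtracted and the spatial trend removed within the array, and it is not normalized between arrays. Its median signal and background are intensities without any correction. The authors also deposited a table of intensities in whole numbers that were normalized between arrays. The values of that table share nearly the same quartiles on every array, and the background is not subtracted. The paper states that the arrays were quality-assessed, filtered for outliers and normalized, and its text does not name the method. The fold changes and adjusted p-values of Tables S1 and S4 are the paper's own and served only for comparison.

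The processed signal was converted to log2 and the array's 75th percentile over non-control spots was subtracted. Spots marked as outliers by the scanner software were left out, the spots of a probe were averaged, and probes well above background on at least 5 arrays, the size of the smallest group, were kept (38834 of 55681). No spot was saturated. The files hold no gene names, so 26762 probes were named through the accessions of the mouse RefSeq table (assembly GRCm38.p6) and 51 through the paper's tables, while 28868 kept their accession. The array's own annotation uses another build, so no coordinates are given and the table served only for names and for the order of neighbouring genes. For each of 27946 genes the probe with the highest mean over all arrays was used. On 323 genes at least 1 array had no value. Between 55.1% and 70.7% of probes were well above background on an array, and the 75th percentile ranged from 496 to 968 intensity units. The number of arrays limits the precision, and an SE stands beside the log2 changes. A fold against a group in which no array stood well above background is given as a lower bound, with each array of that group raised at least to its lowest signal well above background.

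Comparisons were fitted with limma 3.58.1 in R 4.3.3, with 2 groups for *mgb-/-* against control kidneys and 4 groups for the grades, and moderated p-values were adjusted by Benjamini-Hochberg over all genes. A gene was called at an adjusted p under 0.05 and a fold of at least 2. A slope on the grade, coded 1, 2 and 3, was fitted over the *mgb-/-* kidneys. Gene lists were tested with camera (preset correlation 0.01) and fry. They were the paper's Tables 4, 5, 6 and S3 and 25 lists written by hand, of which 7 passed camera and 6 of those 7 passed fry. All 6 tests of the paper's lists passed both. Over other splits of the kidneys a median of 6 hand-written lists passed camera, so its p alone is weak evidence. The hand-written lists covered renal injury, retinoic acid, steroid hormones, components of the TGFβ pathway, Hdac enzymes, immediate early genes, glucocorticoid response, cell cycle, 2 phases of the circadian clock, Y-linked genes, the adrenal gland and markers of renal and other cell types. Some of their genes had been read in Table S1. Genes were ordered by position and the mean moderated t over 10 consecutive genes was compared with 10000 shuffles of the order. The correlation of fold changes between grades was compared with 100 draws of unchanged groups sharing the same controls. Correlations over kidneys used permutation tests, two-sided, and differences between small groups used exact permutation tests, two-sided. Figures were drawn with matplotlib 3.10.9 in Python 3.11.

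The comparisons, the thresholds, the named genes and the alternatives were chosen before the deposited data were examined, but after the paper's tables had been read. The search along the gene order was planned because neighbouring raised genes had been noticed in Table S1, which comes from these kidneys. Named genes are those of Tables 1, 4, 5 and 6 and Figure 7, the genes the text makes a statement about, the genes of the hand-written lists, and the 5 largest rises and falls among called genes of the comparisons of *mgb-/-* with control and of severe with mild kidneys. The alternatives were quantile normalization, scaling by the median, normexp background correction with an offset of 50, the authors' normalized table, no filter on dim probes, a filter on all 24 arrays, the mean of a gene's probes, slide as a block, the replicate number as a block, array quality weights, an adjusted p under 0.1, no fold minimum, fits on the compared groups alone, an F test in place of the slope, a window of 20 genes and the omission of each kidney in turn. The threshold for the correlation between grades, a p under 0.05 over the draws, was chosen only after its values were seen. The planned normexp correction named the mean signal, which the files lack, so the median signal and background were used.

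The steps were tested on simulated data with 200 changed genes among 27623 without missing values. The share recovered was 86.5% for *mgb-/-* against control, 78% for severe against mild, 78% for moderate against control, 71% for mild against moderate and 68% for the slope. The share of calls that were false was 1.14%, 6.02%, 4.29%, 2.07% and 4.9%, and no recovered gene had the wrong sign. The simulated genes varied independently of each other, so these shares do not describe real kidneys, in which genes vary together. Among the other splits of the real moderate and severe kidneys, the highest count was 1337 genes. A raised stretch of 10 neighbouring genes was recovered in full. IPA's pathways and regulators were not repeated, since its knowledge base was not used here. The high and low *Ngal* groups were not compared, since the labels do not identify them. The qPCR and immunohistochemistry were not analysed here. The results of 2 single genes are not reported here.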

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

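The tests of slide, grade, single probes, gain of the stretch, adrenal tissue, share of parenchyma, array quality and array brightness were chosen only after the result was seen.

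In groups of 5 to 7 kidneys, the gap between the farthest kidney and its nearest neighbour was divided by the range of the group and set against Dixon's critical value. Of 280 group values tested 39 passed, where chance alone gives about 14. Mild replicate 4 accounted for 9 of them, with ratios of 0.892 for *Serpina6*, 0.724 for *Slco1a1*, 0.673 for *Sec14l3*, 0.733 for *Serpina10*, 0.664 for *Mt1*, 0.572 for *Cyp21a1*, 0.572 for *Star*, 0.804 for *Th* and 0.737 for *Dbh*. Severe replicate 5 accounted for 8, with 0.823 for *Tgfb1*, 0.734 for *Irf1*, 0.852 for *Ccl2*, 0.778 for *Sprr2f*, 0.646 for *Sprr2g*, 0.729 for *Timp1*, 0.689 for *Cldn1* and 0.766 for *Il1rap*. Moderate replicate 5 stood apart in *Egr2* (0.759), *Ccl2* (0.734) and *Upk3a* (0.816), and severe replicate 2 in *Upk2* (0.647), *Upk3a* (0.652) and *Krt15* (0.712). Control replicate 6 stood apart in *Cyp11b1* (0.808), *Sprr2f* (0.789) and *Il1f6* (0.802). The others were *Hpd* in control replicate 2 (0.702), *Egr2* in control replicate 3 (0.729), *Gsdmc4* in control replicate 4 (0.661), *Acsm3* in control replicate 5 (0.648), *Lcn2* in mild replicate 2 (0.619), *Th* in moderate replicate 1 (0.880), *Atp13a4* in moderate replicate 2 (0.812), *Mb21d2* in moderate replicate 3 (0.765), *Smad4* in moderate replicate 4 (0.720), *Ahsg* in severe replicate 3 (0.716) and *Gsta2* in severe replicate 4 (0.704). The number of spots marked as outliers stood apart in mild replicate 7 (0.708) and severe replicate 4 (0.892).

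Severe replicate 4 had 660 spots marked as outliers, against 102 to 261 on the other arrays, and 55.1% of its probes were well above background, the lowest share of all arrays, against 58.6% to 70.7% on the others. Its array is thus consistent with lower quality, and the results without it are among the ranges of the next part. Severe replicate 5 was the highest of its group in several genes of injury and inflammation. Its array had 161 spots marked as outliers and 66.2% of probes well above background, both within the range of the others, which argues against defective spots or a weak signal. Its 75th percentile, 968, was the highest of all arrays, against at most 866 on the others. A brighter array is argued against by quantile normalization, which gives each array the same distribution and under which 7 of its 8 genes kept a ratio past the critical value, all but *Il1rap*. No biological explanation was tested for severe replicate 5, and a stronger injury in that kidney stays open.

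Genes of the adrenal gland had a median log2 change of 1.83 between *mgb-/-* and control kidneys, in genes that the paper does not discuss. With 2 genes set to their lower bound, the median was 1.38. Without a single kidney it lay between 1.48 and 1.99. All 7 genes tested were higher on average, but by limma none passed 0.05 over all genes, adjusted over the list alone or unadjusted (0 genes), and the list passed camera (adjusted p = 0.045) without passing fry (adjusted p = 0.191). For its median, 9 of 100 splits of the kidneys were as large, and chance cannot be excluded. The signal came from few kidneys, chiefly mild replicate 4 and moderate replicate 1. *Cyp21a1* was 6.96 in mild replicate 4 against a control mean of -2.80. Of the 7 genes 4 were well above background in every control kidney, and 0 are in another hand-written list. *Cyp11a1* was not well above background in any control kidney and at least 1.97-fold higher in *mgb-/-* kidneys, and *Mc2r* at least 2.60-fold. Slide argues against itself as the cause, since the smallest median within a slide was 1.27. Adrenal tissue taken along with the kidney would bring genes of the cortex and of the medulla together. The 2 *mgb-/-* kidneys highest in cortex genes were also the 2 highest in medulla genes (exact probability 0.00654 for unrelated scores), which is consistent with such tissue. Over the other 16 *mgb-/-* kidneys the scores of cortex and medulla had r = 0.588 (permutation p = 0.0159) and rho = 0.529 (permutation p = 0.037). This test replaced a pooled correlation that had been computed first, because 2 kidneys lay far from the rest. A higher expression in the kidney itself was not tested and stays open.

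Along the gene order, the window of 10 neighbouring genes with the largest mean moderated t between *mgb-/-* and control kidneys reached 4.44, among 16513 ordered genes (permutation p = 1e-04, the smallest that 10000 shuffles can give). The paper does not discuss this stretch, but neighbouring raised genes had been noticed in its Table S1 before this search was planned. The permutation p is therefore not independent evidence. The stretch runs from *Cldn1* over *Cldn16*, *Tmem207*, *Il1rap*, *Gmnc*, *Ccdc50*, *Fgf12*, *Mb21d2* and *Plaat1* to *Atp13a4*. Of these genes 6 were raised, 5 of them by 0.93 to 2.12. *Cldn16*, with 1.70 (SE 0.12, adjusted p = 1.84e-08) in 18 of 18 kidneys, had the lowest adjusted p of all genes, and *Gmnc*, not well above background in any control kidney, was at least 4.60-fold higher. Slide argues against itself as the cause, since the smallest median within a slide was 1.72. A response that grows with hydronephrosis would be higher in severe kidneys, but the median difference between severe and mild kidneys was -0.33. A sequence variant under a single probe would leave other probes of the gene unchanged, but all 7 kept probes of the 3 raised genes with several probes rose. A gain of the whole stretch would raise every gene, but 4 were not raised, and *Il1rap* was lower (log2 change -0.37, adjusted p = 0.0369). As a hypothesis, a change of regulation in this stretch that comes with the *mgb-/-* genotype may underlie the pattern. The ends of the window come from the search for the largest mean t, so a gain of part of it is not excluded. Such a gain and a difference in genetic background around the mutation were not tested and stay open as well.

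Between severe and mild kidneys 127 genes were higher and 2 lower, and between severe and moderate kidneys 2 differed. With slide as a block 99 were higher and 0 lower in severe than in mild kidneys and 0 differed between severe and moderate ones, and in fits on the compared groups alone all 3 counts were 0. By limma at an unadjusted p under 0.05 these 0 counts were 115 and 489 with the block and 322, 78 and 515 on the groups alone. Without severe replicate 2 the number higher was 58. The number lower was 0 without mild replicate 5 or severe replicate 5 and 24 without severe replicate 4, and between severe and moderate kidneys 0 differed without moderate replicate 1 and 99 without severe replicate 6. Unadjusted, the counts without these kidneys were 121, 129 and 626. Among 100 splits of the mild and severe kidneys, 1 gave as many genes higher and 4 as many lower, the real split included. Chance can be excluded for the higher genes in that fit. For the 2 lower genes it is not excluded, since other splits gave up to 396. The splits did not hold slide fixed, and the counts depend on the fit as given above. For severe against moderate kidneys 13 of 100 splits gave as many, and chance cannot be excluded. The genes higher in severe kidneys included the urothelial genes of Table 6. Slide argues against itself as the cause, since their smallest median within a slide was 1.89. A lower share of the tubular parenchyma would raise markers of every other cell type alike. The mean of 12 urothelial genes outside Table 6 rose more than that of endothelial genes, by 1.63 (exact permutation p = 0.00175, endothelial change -0.00). This argues against a loss of tubules alone. It cannot exclude a loss of the whole parenchyma, of which endothelium is a part. Between severe and mild kidneys the median log2 change was -0.69 for podocyte genes (unadjusted p = 0.00178 by fry). It was -0.43 for proximal tubule genes (0.0643 by fry) and 0.90 for smooth muscle genes (0.0864 by fry). As a hypothesis, more urothelium or a higher expression in urothelial cells may explain the rise, and these were not tested against each other. The lower genes *Cyp2d22* and *Cyp2d12* are related in sequence, and whether each probe reads both was not tested.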

How the results depend on the processing

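Every alternative below was set beforehand, with the normexp correction moved to the median signal, while the tests of slide differences, replicate numbers and the shift of all genes were chosen only after the result was seen. No named gene past the threshold and no median of the paper's lists changed direction, while 9 of the 25 hand-written lists, none of them past camera, changed the sign of their median under at least 1 setting. For named genes, 6899 comparisons without 1 kidney and 2738 under other settings kept direction and side of the threshold, 291 and 119 no longer passed, 61 and 83 newly passed, and 93 and 78 without a call changed sign.

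Without the fold minimum 1489 genes were higher and 2231 lower in *mgb-/-* kidneys, 1672 differed in mild, 332 in moderate and 4499 in severe kidneys, and 15 were lower in severe than in mild kidneys. An adjusted p under 0.1 gave 517 genes in moderate kidneys, 13 between moderate and severe kidneys, 12 lower in severe than in mild kidneys and 126 with a slope. These settings widen or narrow the threshold by construction.

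Under normexp 246 genes were higher and 216 lower in *mgb-/-* kidneys, 390 differed in mild, 130 in moderate and 802 in severe kidneys, 9 between moderate and severe kidneys, 4 were lower in severe than in mild kidneys, 123 had a slope and 3 biomarkers passed in moderate or severe kidneys in place of 5. The authors' normalized table gave 258 genes higher in *mgb-/-* kidneys, 854 in severe against control, 11 between moderate and severe, 1 lower in severe than in mild kidneys and 3 biomarkers. Scaling by the median gave 0 genes between moderate and severe kidneys and 0 with a slope by limma (752 and 1532 at an unadjusted p under 0.05), and 3 biomarkers. It moved the median log2 change of all genes to -0.15 from 0.01, and the share of called genes that were higher to 39.5% from 59.2%, against 51.8% under quantile normalization, 53.2% under normexp and 52.5% in the authors' table, so the split between higher and lower genes depends on the scaling. Quantile normalization gave 41 genes with a slope. Without a filter on dim probes 104 genes differed in moderate kidneys and 3 biomarkers passed, and with a filter on all arrays 1 gene was lower in severe than in mild kidneys. The cause was not tested for these settings.

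With slide as a block in limma 0 genes differed between moderate and severe kidneys, 0 were lower in severe than in mild kidneys and 0 had a slope (489, 115 and 2068 unadjusted), while 1887 genes differed between slides. With the replicate number as a block 274 genes differed in mild and 15 in moderate kidneys, 7 between moderate and severe kidneys, 51 were higher and 1 lower in severe than in mild kidneys, 0 had a slope (1541 unadjusted) and 2 biomarkers passed. The numbers do not pair the kidneys, since kidneys with the same number correlated by 0.05 on average and others by -0.01. Array weights gave 1159 genes in mild and 1076 in moderate kidneys, 54 between mild and moderate, 26 between moderate and severe, 26 lower in severe than in mild kidneys, 239 with a slope, 11 hand-written lists and 10 biomarkers. Fits on the compared groups alone, with fewer kidneys to estimate the spread, gave 955 genes in mild and 122 in moderate kidneys, 1 between mild and moderate, 0 between moderate and severe and 0 higher and 0 lower in severe than in mild kidneys (515, 322 and 78 unadjusted). An F test over the grades gave 3 genes in place of the slope's 65. Beyond the number of kidneys in the fit, the cause was not tested.

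With 1 kidney left out in turn, the genes higher in *mgb-/-* kidneys ranged from 296 (without control replicate 3) to 654 (without severe replicate 6) and the genes lower from 251 (without control replicate 3) to 421 (without moderate replicate 2). Against controls the range was 377 (without control replicate 3) to 746 in mild, 13 (without moderate replicate 1) to 634 (without moderate replicate 5) in moderate and 877 to 2273 (without severe replicate 6) in severe kidneys. It was 0 to 2 (without moderate replicate 3) between mild and moderate, 0 (without moderate replicate 1, 626 unadjusted) to 99 (without severe replicate 6) between moderate and severe, 58 (without severe replicate 2) to 166 for genes higher and 0 (without mild replicate 5, 121 unadjusted) to 24 (without severe replicate 4) for genes lower in severe than in mild kidneys, and 0 (without mild replicate 1, 2175 unadjusted) to 118 (without moderate replicate 5) for the slope. List medians ranged from 1.24 to 1.35 for TGFβ1 targets, 1.44 to 1.58 for Hdac targets, -3.54 to -3.15 for male-biased and 2.19 to 2.41 for female-biased genes, 1.71 to 2.06 for urothelial genes against control and 2.59 to 3.04 against mild kidneys. Between 6 and 10 hand-written lists passed, and 2 (without control replicate 1) to 9 (without moderate replicate 5) biomarkers. The correlation between mild and severe changes ranged from 0.69 to 0.77 and the largest window mean from 3.99 to 4.74. The signal over background limits the dimmest genes, whose folds are given as lower bounds.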

Differences from the paper's values

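The tests of this part that compare named settings were all planned, and none was chosen only after the result was seen. Counts were taken to differ where 1 is more than 1.5 times the other, and folds where in addition their log2 difference exceeds the SD between kidneys.

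The paper reports 202 genes with higher expression in *mgb-/-* kidneys, and 507 were found here. Of the alternatives, the normexp correction, the authors' normalized table and the fit without control replicate 3 gave counts that do not differ by this measure, and the others did. The paper reports 207 genes with lower expression, and 349 were found here. The normexp correction, the authors' table, the filter on all arrays, the replicate number as a block and the fits without control replicate 1, 3 or 4 gave counts that do not differ, and the others did. The paper reports 80 genes higher in severe than in mild kidneys, and 127 were found here. Of 37 settings 22 gave counts that do not differ, namely the normexp correction, quantile normalization, scaling by the median, the authors' table, no filter, the filter on all arrays, slide as a block and the fits without control replicate 1, 2, 3, 4, 5 or 6, mild replicate 1, 5, 6 or 7, moderate replicate 1 or 2 or severe replicate 1, 2 or 5, and the others did.

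Of 51 fold changes compared, 44 were within 1.5 times of the paper's, 2 (*Fos* and *Slco1a1*) lay beyond that but within the SD, and 5 differed. For *Egr2* the paper's fold is 7.0 and the value here 17.7, and for *Ces1g* the paper's is 11.6 and the value here 37.4, where the normexp correction and the authors' table gave folds that do not differ and the other alternatives did. For *Sec14l3* the paper's fold is 31.1 and the value here 3.00, and for *Mt1* the paper's is 3.27 and the value here 1.72, where the mean of the gene's probes gave folds that do not differ and the other alternatives did. For *Upk3bl* in severe against mild kidneys the paper's fold is 3.95 and the value here 6.35. The normexp correction, the authors' table, the filter on all arrays and the fits without mild replicate 5 or 6 or severe replicate 2 or 5 gave folds that do not differ, and the others did.

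The paper states that inhibitory *Smad7* was the transcription factor with the strongest fall, and the log2 change here was 0.01 (adjusted p = 0.962), between -0.15 and 0.05 over all alternatives. The paper's Table 3 also lists it as inhibited by IPA's score, which was not computed here, and a statement about that score could not be set against an mRNA value. It states that no gene differed between moderate and severe kidneys, where 2 were found here and 0 with scaling by the median, with slide as a block, with the compared groups alone and without moderate replicate 1 or 5 or severe replicate 3. It names *Cyp2d22* as the only gene lower in severe than in mild kidneys, where *Cyp2d12* was found as well (adjusted p = 0.025). With the authors' table *Cyp2d22* was the 1 gene called lower. Its Discussion states that no single gene correlated directly with the ultrasound criteria, while its Results describe genes that changed progressively with hydronephrosis. Here 65 genes had a slope on the grade and 0 with scaling by the median, slide as a block, the replicate number as a block or without mild replicate 1, 5, 6 or 7 or severe replicate 1, 4 or 5. It states that *Il1b* was not among the genes identified, and here its adjusted p was 0.0473, with a range from 0.00686 to 0.159 over 34 other settings. It stayed under 0.05 in 10 of them, namely the filter on all arrays, the mean of the gene's probes, array weights and the fits without mild replicate 3, 5, 6 or 7, moderate replicate 5 or severe replicate 2 or 5. Of the 10 genes with the largest fitted rise between mild and severe kidneys it counts most as urothelial, and of those 10 genes 3 are in Table 6 here, against 6 with the normexp correction and with the authors' table.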

Other observations

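The tests of slide, time of day and genotype label and the splits of single hand-written lists were chosen only after the result was seen, and the other tests of this part were planned.

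How often other splits of the same kidneys give a result as large was counted over 100 splits, the real one included. For the 507 genes higher and the 349 lower in *mgb-/-* kidneys 1 split each reached the count, so chance can be excluded. The same number, 1, was found for the 200 genes of moderate kidneys and for the 65 genes with a slope, and chance can be excluded for each. It was also found for the window of neighbouring genes, but that search was prompted by Table S1 and is not independent evidence. The 610 genes of mild kidneys were reached by 2 of 100 splits and the 1310 of severe kidneys by 3 of 100. Other splits gave up to 616 and 1502 genes, so chance is argued against but not excluded for these counts. None of these numbers is corrected for the number of results compared. Chance cannot be excluded for the number of hand-written lists that passed camera (41 of 100, with a median of 6 lists in the other splits). Nor can it be for the correlation between grades (8 of 100) or for the 5 biomarkers that passed in moderate or severe kidneys (6 of 100). Between mild and moderate kidneys no gene was called by limma, against 417 at an unadjusted p under 0.05, so each of 100 splits was as large (100 of 100) and the number says nothing about chance. The medians of the TGFβ1, Hdac, male-biased, female-biased and urothelial lists against control, and of the urothelial list between severe and mild kidneys, were also reached by 1 of 100 splits each. The study chose these lists on the same kidneys and labels, so these numbers say nothing about chance. Of the 25 hand-written lists 12 had a median reached by fewer than 5 of 100 splits, counted list by list. Among these 12, many genes of 5 lists are in Table S1, 17 of 20 immediate early, 9 of 20 renal injury, 10 of 18 glucocorticoid, 8 of 20 retinoic acid and 10 of 20 steroid hormone genes, so their splits are not independent evidence. The other 7 were the *Arntl* list (1), Hdac enzymes and smooth muscle (2 each), fibroblasts, cell cycle and other urothelial genes (3 each) and erythroid cells (4). Of their genes 2 of 6 in smooth muscle, 1 of 9 in the cell cycle, 3 of 12 urothelial and 1 of 4 erythroid genes are in Table S1. These counts are not corrected for the 25 lists, and 100 splits are too few to exclude chance for a single list after such a correction. Adrenal genes were at 9. The splits did not hold slide fixed. The slope count was also 0 with slide as a block, with the replicate number as a block and with scaling by the median (2068, 1541 and 1532 unadjusted), and without mild replicate 5, 6 or 7 or severe replicate 1, 4 or 5, so the exclusion of chance holds only for the fit without these changes. Single kidneys moved some of these counts, to 296 genes higher without control replicate 3, to 377 in mild kidneys without control replicate 3, to 13 and 634 in moderate kidneys without moderate replicate 1 and 5, to 2273 in severe kidneys without severe replicate 6, and to 0 genes with a slope by limma without mild replicate 1 (2175 at an unadjusted p under 0.05).

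Immediate early genes were higher in *mgb-/-* kidneys in every grade. Slide argues against itself as the cause, since their smallest median within a slide was 1.76. A different time of day at dissection would shift the genes of the circadian clock, and the score of genes in phase with *Arntl* less that of genes in phase with *Dbp* differed by 0.44 between *mgb-/-* and control kidneys (exact permutation p = 0.305). Time of day cannot be told apart from the genotype by this value, since the test on both lists did not pass and the labels give no time. Over the 18 *mgb-/-* kidneys the immediate early score and the glucocorticoid score had rho = -0.01 (permutation p = 0.98, adjusted 0.98). The median was 0.47 for the *Arntl* list (camera adjusted p = 0.312, 1 of 5 genes past over all genes and adjusted over the list alone, 1 of 100 splits as large, not corrected for the 25 lists) and -0.14 for the *Dbp* list (above 0 with array weights, camera adjusted p = 0.665, 1 of 9 past over all genes and 0 adjusted over the list alone, 48 of 100 splits as large). A delay between death and freezing, or obstruction itself, was not tested and stays open.

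Cell cycle genes were lower in *mgb-/-* kidneys, with a median log2 change of -0.91 over 9 genes (camera adjusted p = 6.4e-04, fry adjusted p = 0.0489). By limma 0 of the 9 passed an adjusted p of 0.05 over all genes, while all 9 passed adjusted over the list alone and at an unadjusted p under 0.05. *Mki67* changed by -0.87 (SE 0.32, adjusted p = 0.0682) in 16 of 18 whole kidneys, which says nothing about the urothelium alone. Its adjusted p ranged from 0.00565 to 0.141 over 34 other settings and was under 0.05 in 5 of them, among them the fits without moderate replicate 4, severe replicate 5 and severe replicate 6 (0.0467, 0.019 and 0.0499). Slide argues against itself, since the within-slide median closest to 0 was -0.62, and so does the scaling of the arrays, since the highest median over scalings and normalizations was -0.73. A glucocorticoid response cannot be told apart from other causes, since rho between the 2 scores over the 18 *mgb-/-* kidneys was -0.33 (permutation p = 0.19, adjusted 0.57 over 6 relations). Without the 2 farthest kidneys r was -0.41.

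Some *mgb-/-* kidneys lay close to the controls in male-biased genes. The score, a mean over the 12 genes, ran from 2.11 to 2.79 in controls, from -2.23 to 1.40 in mild, from -2.39 to 2.77 in moderate and from -2.83 to 2.74 in severe kidneys. The highest were moderate replicate 2 (2.77), severe replicate 6 (2.74), moderate replicate 5 (1.73) and mild replicate 4 (1.40). These ranges were looked at after the scores were seen. Slide argues against itself as the cause of the fall, since the within-slide median closest to 0 was -2.38. For a mislabelled genotype, each kidney was placed between the control mean (0) and the *mgb-/-* mean (1) of the others on genes found without that kidney. Over the raised genes of the window with the largest mean t the lowest *mgb-/-* kidney, severe replicate 6, lay at 0.64 and the highest control at 0.19, a gap of 0.44, which argues against it, although in single *mgb-/-* kidneys up to 2 of these genes were nearer the controls. Over all called genes outside Table 5, 3 *mgb-/-* kidneys lay nearer the controls, moderate replicate 2 (0.21), moderate replicate 5 (0.33) and severe replicate 6 (0.16), against at most 0.14 in controls, so their closeness was not limited to male-biased genes. This second placement was computed first and left the label open, and the window was chosen after it. A shift shared with female-biased genes is consistent with the data, with rho = -0.61 (permutation p = 0.0082, adjusted 0.049) and r = -0.82 (permutation p = 4.1e-04, adjusted 0.0025) over the 18 *mgb-/-* kidneys, and r = -0.56 without the 2 farthest kidneys. Within slides r was -0.98, -0.61 and -0.97. The adjustment covers 6 relations, since the pooled relation of adrenal cortex and medulla was replaced after it was seen, and with it the adjusted p of rho was lower. The grade (rho = 0.0504, permutation p = 0.84), adrenal tissue (rho = -0.17, permutation p = 0.51) and a response shared with immediate early genes (rho = -0.20, permutation p = 0.43) cannot be told apart from no relation, since 18 kidneys leave each of them open. A hormonal difference between the mice was not tested and stays open.

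Of the remaining lists, smooth muscle genes had a median of 1.09 (camera adjusted p = 0.00642, fry adjusted p = 0.0343), with 2 of 6 genes past over all genes and 2 adjusted over the list alone, and *Acta2* rose by 1.20 (SE 0.34, adjusted p = 0.0224) in 17 of 18 kidneys. The lists that did not pass camera were those of erythroid cells (median 0.66), fibroblasts (0.59), macrophages (0.38), intercalated cells (0.25), adipose tissue (0.17), the loop of Henle (0.16), the collecting duct (0.13), podocytes (0.05), Y-linked genes (0.03), endothelium (-0.00), the proximal tubule (-0.08) and the distal tubule (-0.12). Medians changed sign with scaling by the median for the collecting duct, podocytes and Y-linked genes, the last also under quantile normalization and in the authors' table, and under other settings for adipose tissue, endothelium and the proximal and distal tubule. Their adjusted p by camera ranged from 0.055 for erythroid cells to 0.916 for endothelium, and erythroid cells passed fry (adjusted p = 0.0498).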
